# Screening of functional genes affecting the quality of translucent eggshell membranes based on RNA-seq analysis and DIA proteomics

**DOI:** 10.3389/fvets.2025.1583291

**Published:** 2025-05-19

**Authors:** Chun-Hao Han, Xiao-Yu Zhao, Chuan-Wen Wang, Li-Jun Xu, Hua-Ge Liu, Hui Chen, Rong-Yan Zhou, De-He Wang

**Keywords:** chicken, translucent, eggshell membrane, transcriptome, DIA

## Abstract

The quality of eggshells holds substantial economic significance and serves as a critical selection criterion in poultry breeding. Eggshell translucency significantly impairs their aesthetic quality, which is structurally attributed to the thinning of the eggshell membrane or reduced tensile strength. In this study, 836 dwarf white hens were selected, with 45 hens each assigned to the opaque group and the translucent group. Grading for eggshell translucency was conducted at 75, 80, and 85 weeks of age. Based on the results from these three gradings, 35 hens that consistently produced translucent eggs and 35 hens that consistently produced opaque eggs were reclassified into the translucent group and the opaque group, respectively. The thickness of the eggshell membrane, latitudinal and longitudinal tensile force and length, and other indicators related to eggshell membrane quality were measured. Correlation analysis was performed using RNA-seq genomics and DIA proteomics based on the relationships among these indicators. Transcriptome analysis revealed 179 significantly differentially expressed genes, indicating that the causes of translucent eggshells are associated with metabolism, signal transduction, the immune system, molecular binding, transport, and catabolism. Seven potential candidate genes, including *CACNA2D2* and *KIF26A*, were identified. Proteomics analysis identified 565 differentially expressed proteins, suggesting that the expression of eggshell membrane proteins in translucent eggs is linked to protein metabolism, amino acid synthesis, immune regulation, metabolism and oxidative stress, catalytic activity, and molecular transport. Candidate proteins such as *SLC4A1*, *APOA1*, and *APOA4* were also identified. Combined proteomics and transcriptomics analysis identified 42 differentially expressed proteins and genes, including candidate genes such as *CA2*, *LUZP2*, *OVA*, *OVALY*, *OVST*, and *AVBD11*. This study provides a foundation for elucidating the genetic regulatory mechanisms underlying eggshell membrane quality and offers valuable references and directions for further enhancing eggshell quality.

## Introduction

Eggshell translucency manifests as watermark-like blemishes on the surface of the shell. This condition is likely to compromise the aesthetic integrity and commercial value of the eggs, thereby posing significant challenges for both marketability and consumer acceptance. Moreover, translucent areas increase the susceptibility of eggs to *Salmonella* contamination (1), posing serious food safety risks. A complete egg comprises the contents (egg yolk and egg white), the eggshell membranes (boundary membrane, inner eggshell membrane, and outer eggshell membrane), and the mineralized layers of the eggshell (mammillary layer, pore structures, vertical crystalline layer, and cuticle). Both the eggshell membranes and the mineralized layers play crucial roles in the formation of translucent eggshell (2). Eggshell membranes (ESM) contain 90% protein, 3% lipids, 2% sugars, and small amounts of minerals such as calcium and magnesium (3). Among the 90% of existing proteins, 472 kinds of protein types have been identified (4). These include some typical proteins with special structures, such as lysozyme, ovotransferrin, ovalbumin, and ovocledidin-17. The other part of the proteins are common ones like osteopontin and keratin (5). Studies on eggshell translucency have revealed significant differences in the mechanical properties (6), physical structure (7), and amino acid differences (8) of the eggshell membranes between translucent eggs and opaque eggs. However, the underlying mechanisms affecting eggshell membrane quality remain to be fully elucidated. The development of eggshell translucency is influenced by multiple factors, including environmental conditions, nutritional status, and genetic factors. It is likely that the formation of eggshell translucency results from the interaction of multiple differential traits or genes controlling these traits. Nonetheless, a clear understanding of the specific mechanisms involved has yet to be established. Therefore, this study aims to use RNA-seq technology and DIA proteomics technology to reveal the structural and regulatory basis of eggshell membrane differences, thereby providing certain molecular genetic-level reference basis for selecting and breeding normal eggshell membrane-type hens.

## Materials and methods

### Experimental hens

From a population of 836 dwarf white chickens subjected to seven generations of selection, 90 individuals (45 from the opaque group and 45 from the translucent group) were selected at 67 weeks of age, based on prior research findings (9). A four-level scoring system (10) was conducted on these chickens at 75, 80, and 85 weeks of age. Eggs from each chicken in the dwarf white group were collected over five consecutive days and labeled according to their cage numbers. Collection ceased once three eggs were obtained per chicken; if fewer than three eggs were collected within the five-day period, collection also stopped. After removing abnormal eggs, the remaining eggs were stored for 5 days before undergoing eggshell translucency grading. Based on the results of the three grading sessions, 70 dwarf white chickens were reclassified into two groups of 35 each: the opaque group (with opaque eggshell membrane quality) and the translucent group (with abnormal eggshell membrane quality).

### Eggshell membrane quality determination

The grading method used grayscale identification (11) to obtain translucent indicators, including total egg shell area (SUSHA), total translucent area (SUSA), translucent number (QS), average translucent area (AAES), and average translucent diameter (DS). The translucent rate (RSS) was calculated as the ratio of total translucent area to total eggshell area.

Egg weight, eggshell weight, eggshell strength, yolk weight, yolk color, Haugh Unit, eggshell thickness, and eggshell membrane thickness were measured on 15 eggs from each of the 15 test eggs of the selected opaque and translucent flocks. Egg weight, yolk color, and Haugh units were measured using an egg quality tester (EA-01, ORKA Ltd., Israel); eggshell thickness and eggshell membrane thickness were measured using a spiral micrometer (Kastemer Technology Development Co., Ltd., Beijing), and eggshell strength was measured using an eggshell strength tester (ESTG-01, ORKA, Israel). Egg Shape Index using Egg Shape Index Analyzer (NFN385, ORKA Technology Ltd., Hof Ashkelon 79165, Israel), egg shape index = short axis length (width) of egg/long axis length (height) of egg × 100%. The long axis is the maximum linear distance between the tip of the egg and the blunt end, and the short axis is the maximum transverse diameter in the middle of the egg (perpendicular to the direction of the long axis). The measurements were repeated 3 times for each egg and averaged.

The eggshell membrane toughness includes the eggshell membrane stretching force and stretching ratio. A small hole was drilled in the blunt end of the eggshell for the above measurement of egg quality, the egg white and yolk contents were poured out, the egg white residue on the inner membrane of the eggshell was washed with distilled water, and the eggshell and eggshell membrane were mechanically separated from the air chamber. For eggshell membrane toughness measurement, two 0.5 cm × 0.5 cm samples of the above opaque and translucent eggs were selected along the radial and longitudinal directions, and the selected eggshell membranes were washed and dried, and then the maximum tensile force and tensile ratio were measured with a dynamometer as the eggshell membrane toughness.

### Transcriptome and proteome of isthmus tissue

The egg-laying patterns of 70 dwarf white chickens, stratified into translucent and opaque groups based on eggshell characteristics, were systematically monitored and recorded at hourly intervals from 05:00 to 19:00. This comprehensive observation was conducted over a continuous 15-day period to ensure robust data collection. On the 16th day, 4 h post-oviposition (during the eggshell calcification stage), the white isthmus segment of the oviduct was collected. Based on the position of the eggs in the fallopian tubes and the thickness of the eggshell membranes, combined with the measurement data of the eggshell membrane quality, five hens with normal eggshell membranes and five hens with thinner eggshell membranes were selected from the opaque group and the transparent group, respectively, for subsequent transcriptome and proteome analyses. All experimental protocols involving terminal procedures shall be performed under direct supervision of a board-certified veterinary anesthesiologist, utilizing standardized pentobarbital sodium (USP-grade) anesthesia protocols followed by humane euthanasia through exsanguination during the pharmacologically determined unconsciousness phase (180–300 s post-induction).

### Isthmus tissue transcriptome

According to the manufacturer’s instructions, total RNA was extracted and purified using Trizol reagent (Life Technologies, Carlsbad, California, United States). mRNA was enriched using mRNA Capture Beads, followed by fragmentation at high temperature. The fragmented mRNA served as a template for first-strand cDNA synthesis in a reverse transcription system. Second-strand cDNA synthesis was performed simultaneously with end repair and A-tailing. Subsequently, adapters were ligated, and target fragments were selected and purified using Hieff NGS^®^ DNA Selection Beads. Finally, PCR amplification was conducted to construct the library, which was sequenced on the Illumina Novaseq X Plus platform.

After library construction, fastp (12) was used for quality control to filter out low-quality data, generating clean reads. These reads were then aligned to the ribosomal RNA (rRNA) database of *Gallus gallus* (chicken) using Bowtie2 (13) with zero mismatches allowed, and any reads mapped to rRNA were removed. The remaining unmapped reads were retained for subsequent transcriptomic analysis. Next, HISAT2 was employed to align the clean reads to the reference genome (*Gallus gallus*). Based on the HISAT2 alignment results, StringTie was used to reconstruct transcripts, and RSEM was applied to quantify gene expression levels in each sample. The expression levels are presented by the original reads count and FPKM. The original reads count represents the number of reads contained in the transcript. FPKM is the value corrected by sequencing depth and gene length. After obtaining the expression levels of all genes, we performed Principal Component Analysis (PCA) using R.^1^ The gene expression data were analyzed using the DESeq2 software (14), which consisted of three main steps: (I) normalization of read counts; (II) calculation of *p*-values based on statistical modeling and hypothesis testing; (III) multiple testing correction to obtain the false discovery rate (FDR). Finally, based on the differential expression analysis results, genes with FDR <0.05 and |log₂FC| >1 were identified as significantly differentially expressed genes (DEGs).

### Isthmus tissue proteomics

The isthmus tissues of the translucent and opaque groups were selected for sample pretreatment, including protein extraction, denaturation, reductive alkylation, enzymatic digestion and peptide desalting. In this experiment, the tissue samples were pretreated with iST sample pretreatment kit (PreOmics, Germany). The samples were milled in liquid nitrogen, 50 μL of lysis solution was added and heated at 95°C for 10 min at 1,000 rpm. The samples were cooled to room temperature, incubated with trypsin digestion buffer at 37°C for 2 h at 500 rpm, and the enzymatic reaction was terminated by adding termination buffer. The peptides were desalted using the iST cartridge in the kit, eluted with 2 × 100 μL elution buffer, and the eluted peptides were vacuum dried and stored at −80°C. After sample processing DDA characterization was performed to build the spectral database, the library building parameters were fixed modification: carbamidomethyl (C), variable modification: methionine oxidation. The false positive rate (FDR) was set to 1% for both parent ion and peptide levels; DIA data acquisition was also performed with mass spectrometry parameters set as (I) MS: scan range (*m*/*z*): 350–1,500; resolution: 120,000; AGC target: 4e6; maximum injection time: 50 ms; (II) HCD-MS/MS: resolution: 30,000; AGC target: 1e6; collision energy: 32; energy increase: 5%. (III) Variable window acquisition, 60 windows were set, overlapping serial ports were set, each window overlapped by 1 *m*/*z*.

After library building for protein qualitative and quantitative analysis, protein qualitative analysis required to meet the identification criteria of precursor threshold 1.0% FDR, protein threshold 1.0% FDR at the peptide and protein levels, respectively. Protein quantitative analysis was firstly performed by opaqueizing the overall sample spectral peak intensity using the local opaqueization method in Pulsar (15) software, and then the average of the peak areas of the top three MS1 peptides with FDR less than 1.0% were screened for protein quantification.

### Transcriptome-proteome joint analysis

The integrated analysis of transcriptome and proteome involves combining gene transcription level (mRNA) and protein expression level data. By calculating the expression correlation between mRNA and corresponding proteins using the Pearson correlation coefficient, researchers identified common differentially expressed genes/proteins (DEGs/DEPs) in both RNA-seq and proteomics datasets through Venn diagram analysis. These shared candidate genes/proteins were subsequently subjected to functional annotation to reveal their biological roles and regulatory mechanism.

### Analysis methods

Data were statistically analyzed using SPSS 22.0 for independent samples *t*-test. The test data were expressed as “mean ± standard deviation,” and *p* < 0.05 indicated significant differences, and *p* < 0.01 indicated highly significant differences. RNA-seq data were analyzed to identify differentially expressed genes (DEGs) between the translucent and opaque groups, with significance criteria set at *p* ≤ 0.05 and |log2FC| >1.

FPKM is the value corrected by sequencing depth and gene length. The formula for calculating FPKM is:

$$\text{FPKM}=\frac{10^{6}C}{\mathrm{NL}/10^{3}}$$

where *C* represents the number of fragments mapped to gene *i*, *N* represents the total number of fragments mapped to the reference genome, *L* represents the length of gene *i* (in base pairs).

In this study, we conducted a transcriptome-protein association analysis to investigate genes expressed at both the transcriptional and protein levels in the translucent and opaque groups. Since mRNA and protein represent gene expression at the transcriptional and translational levels, respectively, this integrated approach focuses on genes expressed in both datasets simultaneously. Using Venn diagram analysis, we identified genes that are expressed at both levels. The formula for Pearson correlation coefficient (*r*):

$$r=\frac{\mathrm{COV}\;(X_{\text{mRNA}},Y_{\text{protein}})}{\sigma_{X}*\sigma_{Y}}$$

Mathematically, COV represents the covariance between variables, σ denotes their standard deviations, while *X* and *Y* correspond to the log₂-transformed normalized expression values of mRNA and protein, respectively.

## Results

### Egg quality

The physical and quality characteristics of eggs from the dwarf white translucent group and the opaque group are summarized and compared in Table 1. As shown in Table 1, the key indicators measured, including egg weight (EW), eggshell weight (ESW), yolk weight (YW), and eggshell strength (ESS), showed no statistically significant differences between the two groups.

**Table 1:** Comparison of egg quality between opaque and translucent groups in dwarf white hen.

Item	Opaque group	Translucent group	*p*
Translucent grade	1.98 ± 0.80	3.33 ± 0.74	0.00
Egg weight (g)	50.87 ± 13.75	51.31 ± 13.52	0.63
Eggshell weight (g)	6.14 ± 0.55	6.18 ± 0.52	0.14
Egg yolk weight (g)	14.39 ± 1.05	14.87 ± 1.11	0.23
Egg white weight (g)	29.99 ± 3.47	30.17 ± 3.55	0.15
Haugh unit	81.77 ± 3.88	82.04 ± 4.17	0.22
Egg shape index	1.31 ± 0.04	1.31 ± 0.04	0.61
Eggshell thickness (μm)	307.93 ± 27.88	305.22 ± 25.62	0.36
Eggshell membrane thickness (μm)	27.23 ± 4.11	23.10 ± 4.44	0.00
Eggshell strength (kg/cm^2^)	35.75 ± 8.50	31.89 ± 9.07	0.17
Egg yolk color	5.50 ± 0.82	5.40 ± 0.82	0.70

### Eggshell membrane quality

A detailed comparison of eggshell membrane toughness parameters between the translucent and opaque groups is presented in Table 2. The results demonstrated that both the latitudinal and longitudinal tensile forces of the eggshell membrane in the translucent group were significantly lower than those in the opaque group (*p* < 0.001). However, no significant differences were observed in either the latitudinal or longitudinal maximum stretch ratios between the two groups.

**Table 2:** Eggshell membrane toughness between opaque and translucent groups in dwarf white hen.

Item	Opaque group	Translucent group	*p*
Latitudinal direction maximum stretch ratio (%)	40.17 ± 13.21	39.28 ± 12.24	0.45
Latitudinal stretching force (N)	0.12 ± 0.01	0.11 ± 0.01	0.00
Longitudinal stretching maximum stretch ratio (%)	50.10 ± 15.37	49.95 ± 15	0.39
Longitudinal stretching force (N)	0.15 ± 0.02	0.13 ± 0.01	0.00

### Transcriptome analysis

Egg-laying times were recorded over 15 consecutive days for both the translucent and opaque groups of dwarf white hens, with detailed results presented in Table 3. At the time of sampling, eggs from both groups were in the white isthmus, and no significant differences were observed in eggshell membrane thickness.

**Table 3:** Statistical table of sample selection for the isthmus test.

Sample	Sampling location	Egg-laying interval (h)	Eggshell membrane thickness (μm)
Translucent-1	White isthmus	26.60	0.012
Translucent-2	White isthmus	26.80	0.011
Translucent-3	White isthmus	25.00	0.012
Translucent-4	White isthmus	25.60	0.013
Translucent-5	White isthmus	25.80	0.012
Opaque-1	White isthmus	24.50	0.011
Opaque-2	White isthmus	26.11	0.011
Opaque-3	White isthmus	25.25	0.012
Opaque-4	White isthmus	25.45	0.012
Opaque-5	White isthmus	26.00	0.011

Sequence quality metrics indicated high data integrity, with Q20 scores ranging from 97.13 to 97.62% and Q30 scores from 92.56 to 93.30%. 

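White isthmus tissue, the part of the oviduct in which the fibers of the eggshell membrane are laid down, was sequenced from 5 translucent and 5 opaque dwarf white hens, with 1 library per hen. The authors filtered the reads with fastp, removed rRNA reads with Bowtie2, aligned the rest to the chicken genome with HISAT2, reconstructed transcripts with StringTie and quantified genes with RSEM. They deposited an estimated read count and an FPKM value for each gene and hen. The counts were not normalized, and 6.73% of them were fractional because RSEM shares reads between the genes they fit. They were rounded to whole numbers here. In the translucent group, between 15245165 and 19014779 reads per hen were counted on genes, with a median of 16389842. In the opaque group the totals lay between 11601225 and 17309287, with a median of 11742126. The ratio of the medians was 1.4, and 1 opaque hen, Opaque-1, lay within the range of the translucent totals. The paper states an average of 48937515 clean reads per sample after quality control, while the values given here rest on the totals counted on genes. A level of 3 counts was taken as the floor, which is between 0.158 and 0.259 CPM (read counts scaled to library size) depending on the hen. This floor covers counting error only, since PCR copies of a molecule are counted as separate reads.
Counts were scaled by edgeR's TMM method, with factors between 0.855 and 1.085, and the filterByExpr rule of edgeR kept 12858 genes for testing. Translucent and opaque hens were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p-value under 0.05 and an absolute log2 fold change over 1, the limits given in the paper's methods. Table 3 lists all 10 hens, whereas Table 4 lists 6 of them and leaves out Translucent-4, Translucent-5, Opaque-4 and Opaque-5 without a stated reason. Comparisons were therefore made over the 10 hens and again over the 6. In a principal component analysis of log2 CPM, the first component held 39.8% of the variance and the second 11.8%. Translucent-1 at 54.7 and Opaque-5 at 78.3 lay apart from the other 8 hens, which lay between -36.4 and 11.9 on the first component. The groups overlapped on both components.

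**Figure D1:**
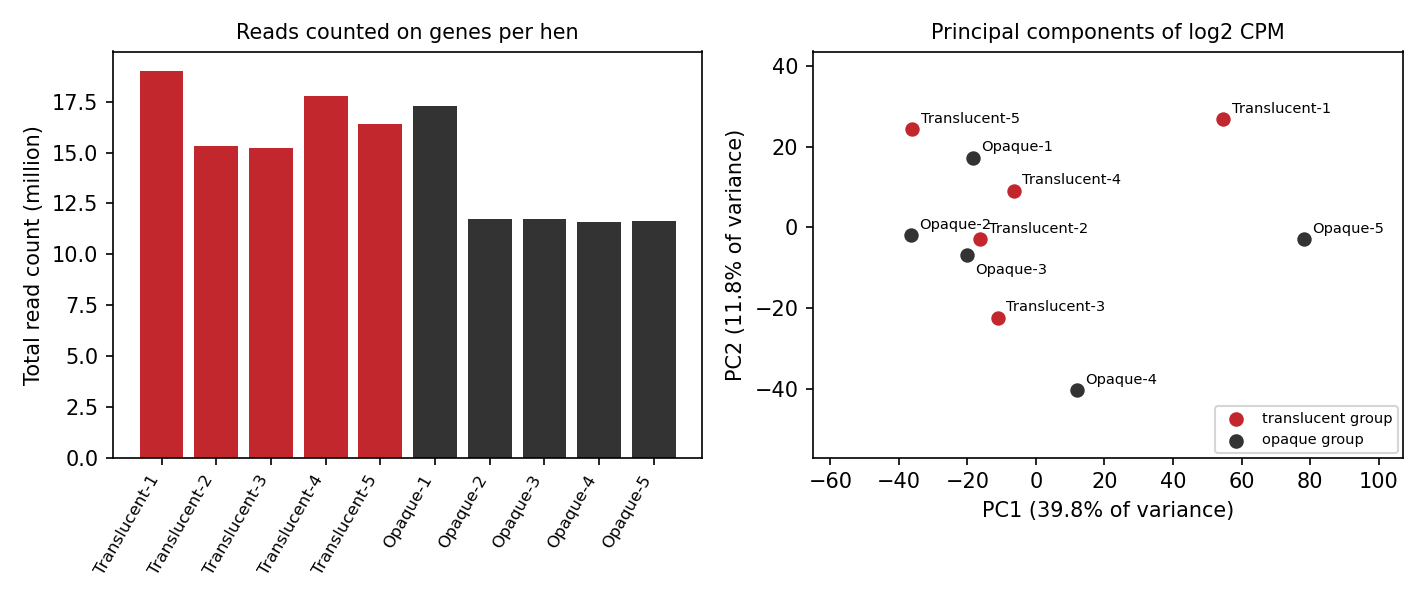
Left, total read count on genes in each hen. Right, scores of each hen on the first and the second principal component of log2 CPM, with translucent hens in red and opaque hens in black. Translucent-1 and Opaque-5 sit at 54.7 and 78.3 on the first component, and the other 8 hens at or below 11.9.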

Following quality control, an average of 48,937,515 clean reads per sample was obtained. Base quality distribution details are summarized in Table 4.

**Table 4:** Transcriptome information of opaque and translucent individuals.

Sample	Raw data (bp)	Clean data (bp)	GC (%)	Q20 (%)	Q30 (%)
Translucent-1	7,455,303,400	7,372,580,817	47.76%	97.62%	93.25%
Translucent-2	9,011,210,700	8,906,651,023	47.71%	97.21%	92.75%
Translucent-3	8,000,191,500	7,923,111,917	47.97%	97.22%	92.70%
Opaque-1	8,634,431,900	8,547,965,518	47.45%	97.32%	92.92%
Opaque-2	5,973,549,900	5,915,168,676	48.12%	97.17%	92.70%
Opaque-3	6,036,121,500	5,976,950,586	47.59%	97.13%	92.56%

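The deposited table held 17617 rows, of which 16666 carried an Ensembl identifier and 951 were loci named by StringTie. At least 1 read in at least 1 of the 10 hens was counted on 16273 rows, and 15322 of these were Ensembl genes. The remaining 1344 Ensembl rows had 0 counts in every hen. Within a hen, between 14330 and 15097 rows had at least 1 read. A requirement of at least 1 read in every hen moved the number most, to 13276 rows. At least 10 reads summed over the hens were found on 14913 rows, and 16030 rows had a read in the 6 hens of Table 4.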

RNA sequencing data analysis revealed a total of 16,666 genes, among which 179 were identified as DEGs. Specifically, 92 genes were significantly upregulated and 89 genes were significantly downregulated in the translucent group compared to the opaque group (Figure 1).

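Over the 12858 genes tested in the 10 hens, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes differentially expressed, 0 higher and 0 lower in the translucent group. The smallest adjusted p-value was 0.655. An unadjusted p-value under 0.05 was found for 282 genes, where an even spread of p-values would give 642.9. The p-values were shifted toward high values, with 849 genes in the interval from 0.95. The 0 calls therefore do not show that no gene differs. By the criterion of the paper's statistics paragraph, an unadjusted p-value of at most 0.05 and at least a 2-fold change, 55 genes differed, 27 higher and 28 lower in the translucent group. DESeq2, the tool named in the paper's methods, moved these counts most among the analyses of all 10 hens at the adjusted threshold. It called 4 genes, all lower in the translucent group, and placed 141 genes, 80 higher and 61 lower, within the unadjusted criterion. DESeq2 was fitted on 16273 genes without the low-count filter. On as many genes without that filter, edgeR placed 218, 119 higher and 99 lower, within this criterion, so 141 against 55 is not an effect of the tool alone. The 4 genes are named here because they are so few, and they were chosen after their values were seen.
PHYHIPL (ENSGALG00000029863) had 3.23 ± 0.529 CPM (SD, n = 5) in the translucent group and 7.29 ± 0.637 CPM (SD, n = 5) in the opaque group. Its log2 fold change was -1.17 in both tools, with an adjusted p-value of 9.34e-06 from DESeq2, and no translucent hen reached the lowest opaque hen. ENSGALG00000052158, a gene without a symbol in the table that carries the terms DNA integration and RNA-DNA hybrid ribonuclease activity, had 0 reads in all 5 translucent hens and 435, 54, 298, 70 and 0 reads in Opaque-1 to Opaque-5. Against the floor of 3 counts it was at least 63.9-fold lower in the translucent group (adjusted p = 0.00957 from DESeq2). The other genes DESeq2 called were SLC4A1 and CALB1.
Over the 6 hens of Table 4, edgeR called 0 genes with a smallest adjusted p-value of 0.0768, and 990 genes had an unadjusted p-value under 0.05. There, 65 genes higher and 168 genes lower in the translucent group met the unadjusted criterion. DESeq2 on those 6 hens, a combination chosen after seeing the data, called 22 genes, 7 higher and 15 lower. Hens of both groups carry the replicate numbers 1 to 5, although they are different animals. Across genes, the deviations from the group means of same-numbered hens had a mean r of -0.13 over 5 pairs, against 0.04 over the 20 pairs with different numbers. With the replicate number as a block, edgeR again called 0 genes, and 162 genes had an unadjusted p-value under 0.05, of which 26 higher and 29 lower genes differed at least 2-fold. When each hen was left out in turn, 0 genes were called in each of the 10 fits. In these fits between 234 and 508 genes had an unadjusted p-value under 0.05, the most when Opaque-5 was left out.

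**Figure D2:**
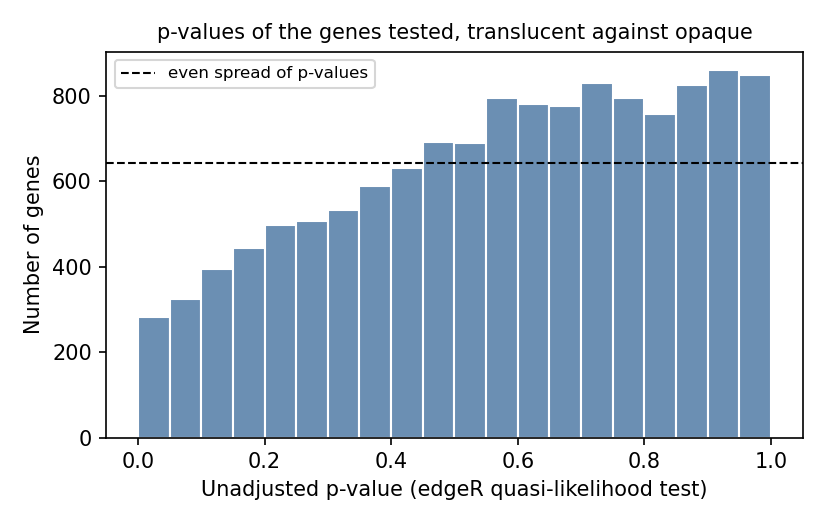
Number of genes in each interval of the unadjusted p-value from edgeR's quasi-likelihood test, translucent against opaque, over the 12858 genes tested. The dashed line at 642.9 genes marks an even spread, and the lowest interval, up to 0.05, holds 282 genes.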

**Figure 1:**
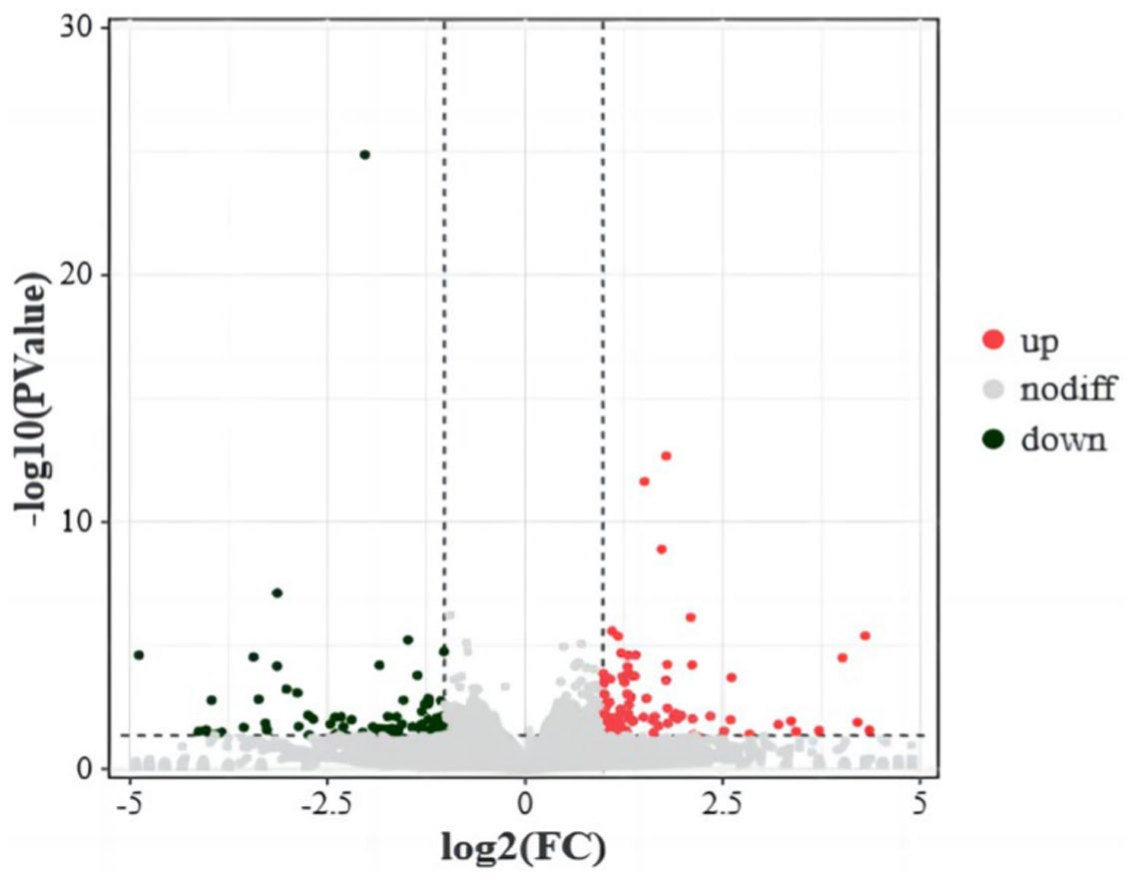
Differential gene volcanoes in the isthmus transcriptome of the translucent group and opaque group. The horizontal coordinates indicate the fold change of protein expression in different groups, the vertical coordinates indicate the negative log_10_ value of FDR or *p*-value for the difference between two subgroups, black on the left side represents down-regulated genes, red on the right side represents up-regulated genes, and gray represents genes with no significant difference.

Functional enrichment analysis was performed on the nine differentially expressed genes using Gene Ontology (GO). A total of 37 GO terms were enriched, distributed across three functional groups: 21 for biological process (BP), 11 for cellular component (CC), and five for molecular function (MF). The most significantly enriched GO terms are illustrated in Figure 2A. Among these, the highest enrichment was observed for “cellular processes” (GO:0009987) in the BP category, “binding” (GO:0005488) in the MF category, and “cell” (GO:0005623) and “membrane” (GO:0016020) in the CC category.

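GO terms were taken from the deposited table, which annotates 15291 rows with the terms assigned to each gene directly, without their parent terms. No gene passed the adjusted threshold in edgeR's fit, so that list was empty. Of the 55 genes within the unadjusted criterion, 40 carried a GO term. A one-sided hypergeometric test against the 11604 tested and annotated genes covered the 342 terms that held a listed gene. Of these, 104 had a Benjamini-Hochberg adjusted p-value under 0.05. Terms without a listed gene were left out of the adjustment, which makes it less strict. Regrouping the hens gave at least 55 genes in 82 of 100 splits, so the 104 terms are not read as enrichment. The term membrane held 21 of the 40 genes, 9 higher and 12 lower in the translucent group, against 3211 genes in the background (adjusted p = 0.0281). The term cell held 2 genes, both lower (adjusted p = 0.663). Cellular process and binding held 0 genes of the list, and only 16 and 30 rows of the whole table carry these terms directly. Anion transmembrane transporter activity, with 3 of its 11 background genes in the list, was among the terms with the smallest adjusted p-value, 0.00191. Taking the 4 genes called by DESeq2 in place of this list gave 58 terms past the threshold among 79 tested, a number that rests on 4 genes, where 1 gene can carry a small term past the threshold. With the genes within the unadjusted criterion of DESeq2, a list chosen after seeing the data, membrane held 41 of 103 annotated genes (21 higher and 20 lower, adjusted p = 0.116), and 15 of 706 terms passed.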

**Figure 2:**
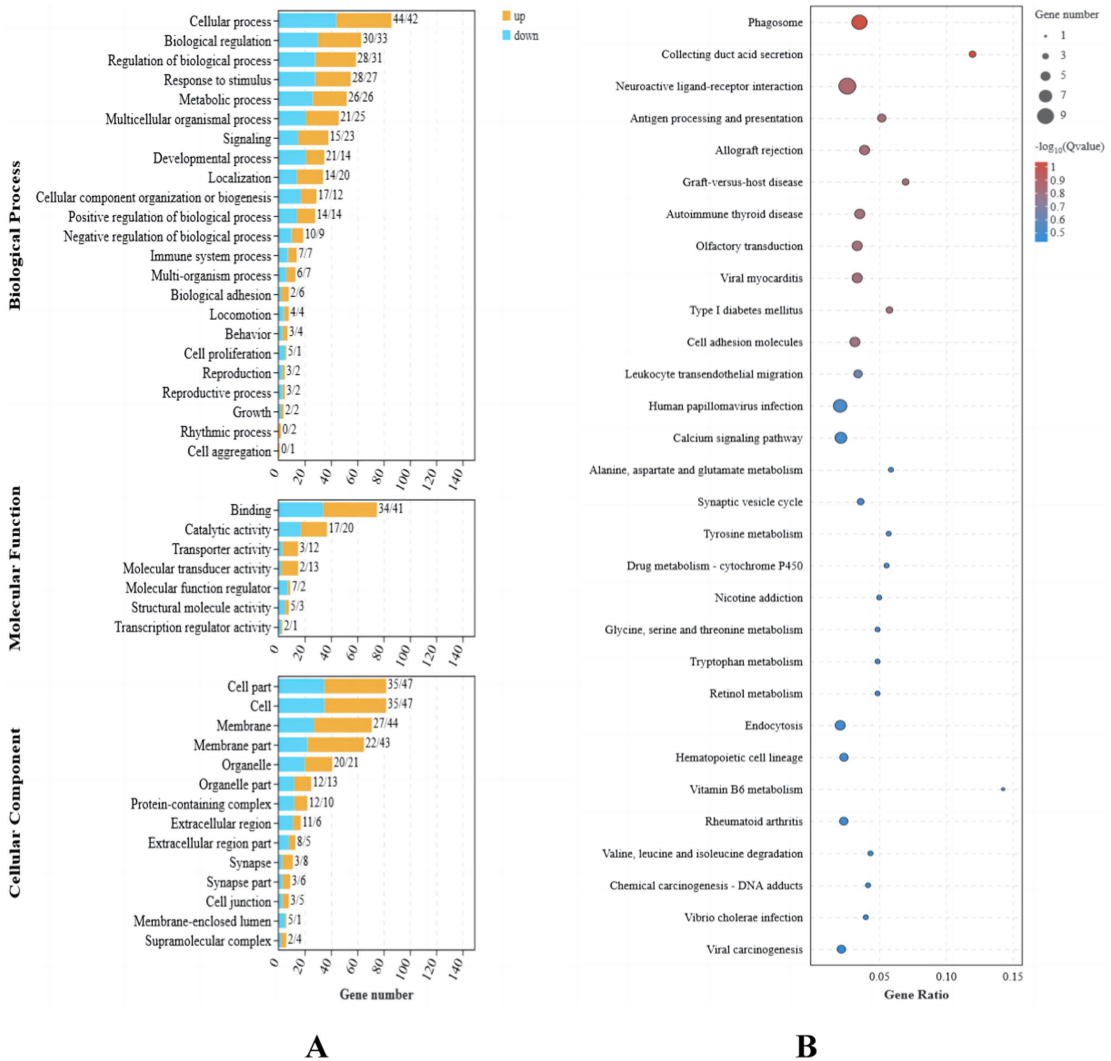
Transcriptome differential gene analysis of the translucent group and opaque group isthmus. **(A)** Transcriptome differential gene GO analysis. **(B)** Transcriptome differential gene KEGG enrichment analysis bubble map.

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis identified 13 significantly enriched pathways in the translucent and opaque groups, as shown in Figure 2B. 

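KEGG pathways are given for 6755 rows of the deposited table. With 0 genes called by edgeR at the adjusted threshold, no pathway could be tested, and the 6 hens of Table 4 gave the same empty list. Of the genes within the unadjusted criterion, 18 had a pathway. The 48 pathways that held a listed gene were tested by the hypergeometric test against 5024 tested and annotated genes. As with the GO terms, the other pathways were left out of the adjustment, and the result is not read as enrichment. The 3 pathways past an adjusted p-value of 0.05 were neuroactive ligand-receptor interaction with 4 genes, histidine metabolism with 2 of 15 genes and proximal tubule bicarbonate reclamation with 2 of 15 genes, each at an adjusted p-value of 0.0198. Collecting duct acid secretion held 1 of its 22 genes (adjusted p = 0.307). That pathway was also the only one represented among the genes DESeq2 called, by 1 gene of 23 (adjusted p = 0.00366), where 1 gene had a pathway and 1 pathway was tested, so this is no test of enrichment. In DESeq2's list by the unadjusted criterion, 50 genes had a pathway and 0 of 128 pathways passed, while 13 pathways had an unadjusted p-value under 0.05. The smallest adjusted p-value there was 0.209, for olfactory transduction with 5 of 109 genes. Phagosome, at the top of Figure 2B, held 3 of 195 genes in that list (adjusted p = 0.652).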

The most abundant signaling pathways were prominently represented in this analysis.

The 181 identified DEGs were used to perform Gene Ontology (GO) analysis for functional annotation, and gene set enrichment analysis (GSEA) was conducted to explore their function. 

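All tested genes were ranked by the signed square root of edgeR's quasi-likelihood F, and the 1499 GO terms with 15 to 5000 tested genes were examined by preranked gene set enrichment with fgsea. Protein binding, with 2234 genes, had a normalized enrichment score of -1.18, toward lower expression in the translucent group (Benjamini-Hochberg adjusted p = 0.0711). Multicellular organism development, with 192 genes, had a score of -1.08 (adjusted p = 0.746). With the replicate number as a block, for which same-numbered hens had the negative mean correlation given above, the scores were -1.15 (adjusted p = 0.214) and -0.93 (adjusted p = 1). Camera, which allows for correlation between genes, gave an adjusted p-value of 0.986 for both terms. The choice of hens moved these scores most. In the 6 hens of Table 4, protein binding had a score of -1.91 (adjusted p = 9.4e-09) and multicellular organism development a score of -1.90 (adjusted p = 4.61e-05). Organic cyclic compound binding, heterocyclic compound binding, system development and developmental process are assigned directly to 4, 2, 5 and 11 of the tested genes and fell below the minimum size of 15.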

The GSEA revealed significant upregulation of pathways related to organic cyclic compound binding, heterocyclic compound binding, and protein binding (Figure 3A), while pathways associated with multicellular organism development, system development, and developmental processes were notably downregulated (Figure 3B).

**Figure 3:**
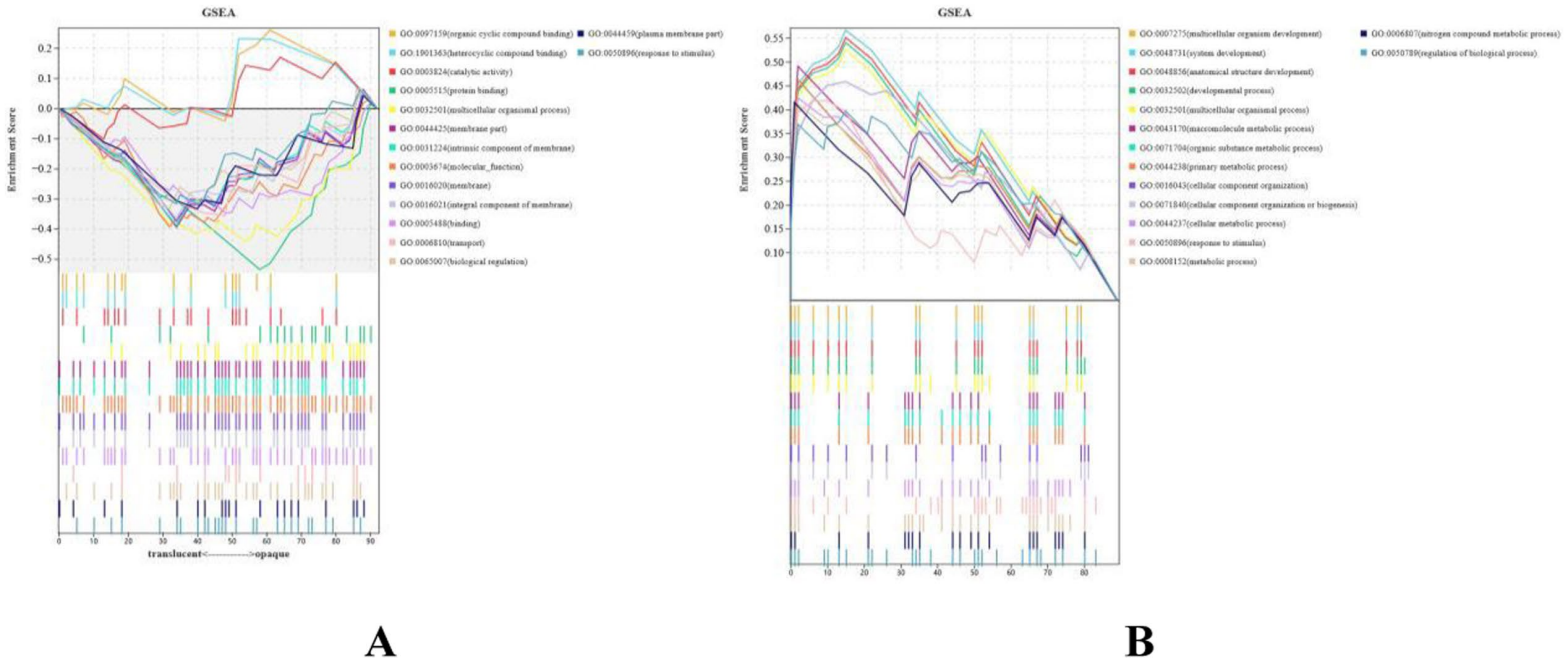
Protein identification statistics of translucent group and opaque group isthmus. **(A)** Running enrichment scores for upregulated gene sets in the translucent egg group. Colored lines represent different pathways. The middle panel shows gene positions within each set, and the bottom panel shows the ranked gene list. **(B)** Running enrichment scores for downregulated gene sets in the translucent egg group. Colored lines represent different pathways. The middle panel shows gene positions within each set, and the bottom panel shows the ranked gene list.

### Isthmus tissue DIA proteome analysis

In this study, the DIA (data-independent acquisition) technique was employed for both absolute and relative quantification of proteins. The proteomic analysis yielded a total of 46,973 matched spectra, leading to the identification of 42,827 peptides and 5,882 quantifiable proteins using the DIA proteome software tool (Figure 4A). The distribution of identified peptide bands is detailed in Figure 4B.

**Figure 4:**
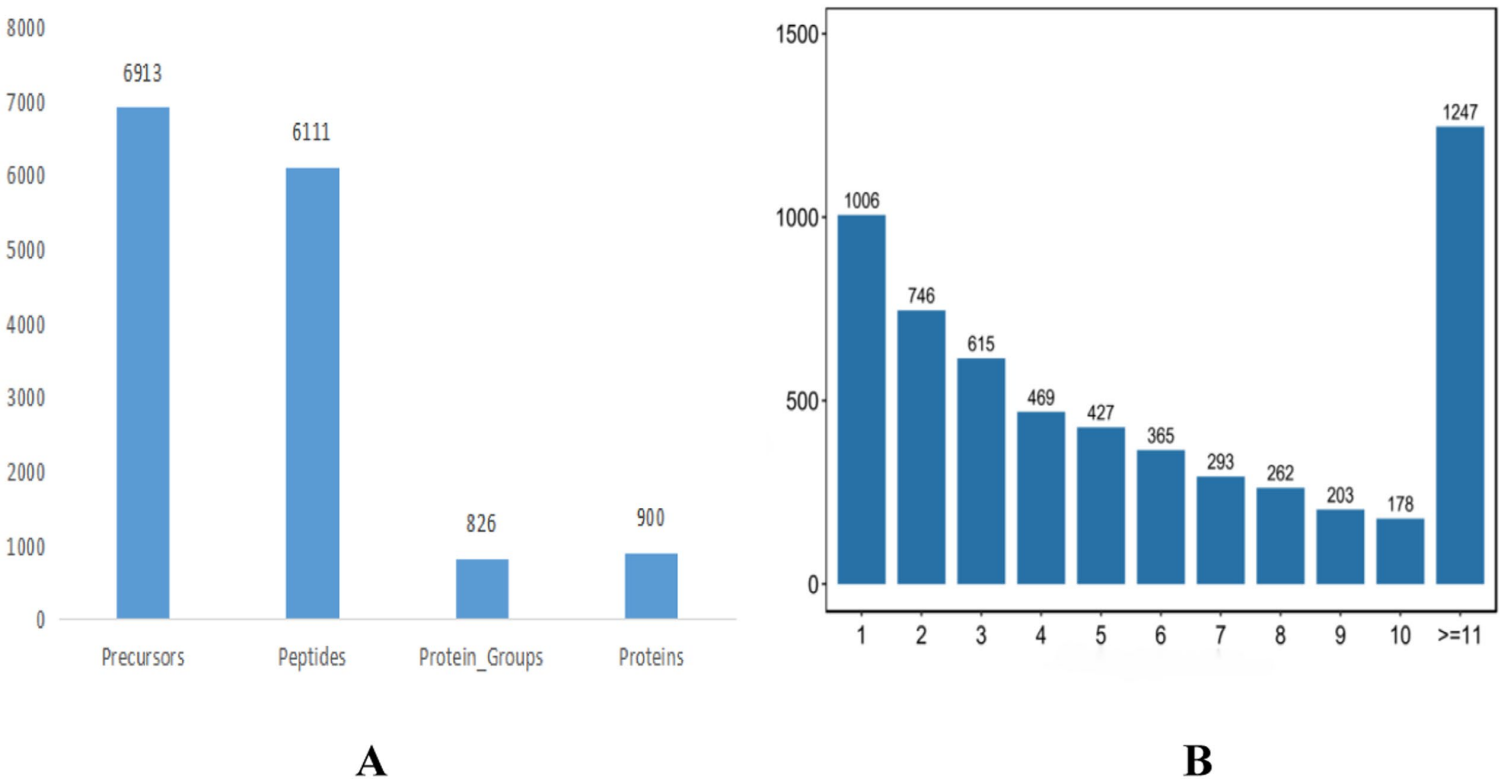
Protein identification statistics of translucent group and opaque group isthmus. **(A)** Protein identification statistics. **(B)** Peptide identification statistics.

To identify proteins with differential expression between the translucent and opaque groups, the dataset was further analyzed. Proteins were filtered using a fold change (FC) cutoff of >2 and a corrected *p*-value (*Q*-value) of <0.05. As detailed in Figure 5, a total of 565 differential proteins were identified in the isthmus tissues of the translucent and opaque groups, with 249 proteins upregulated and 316 proteins downregulated.

**Figure 5:**
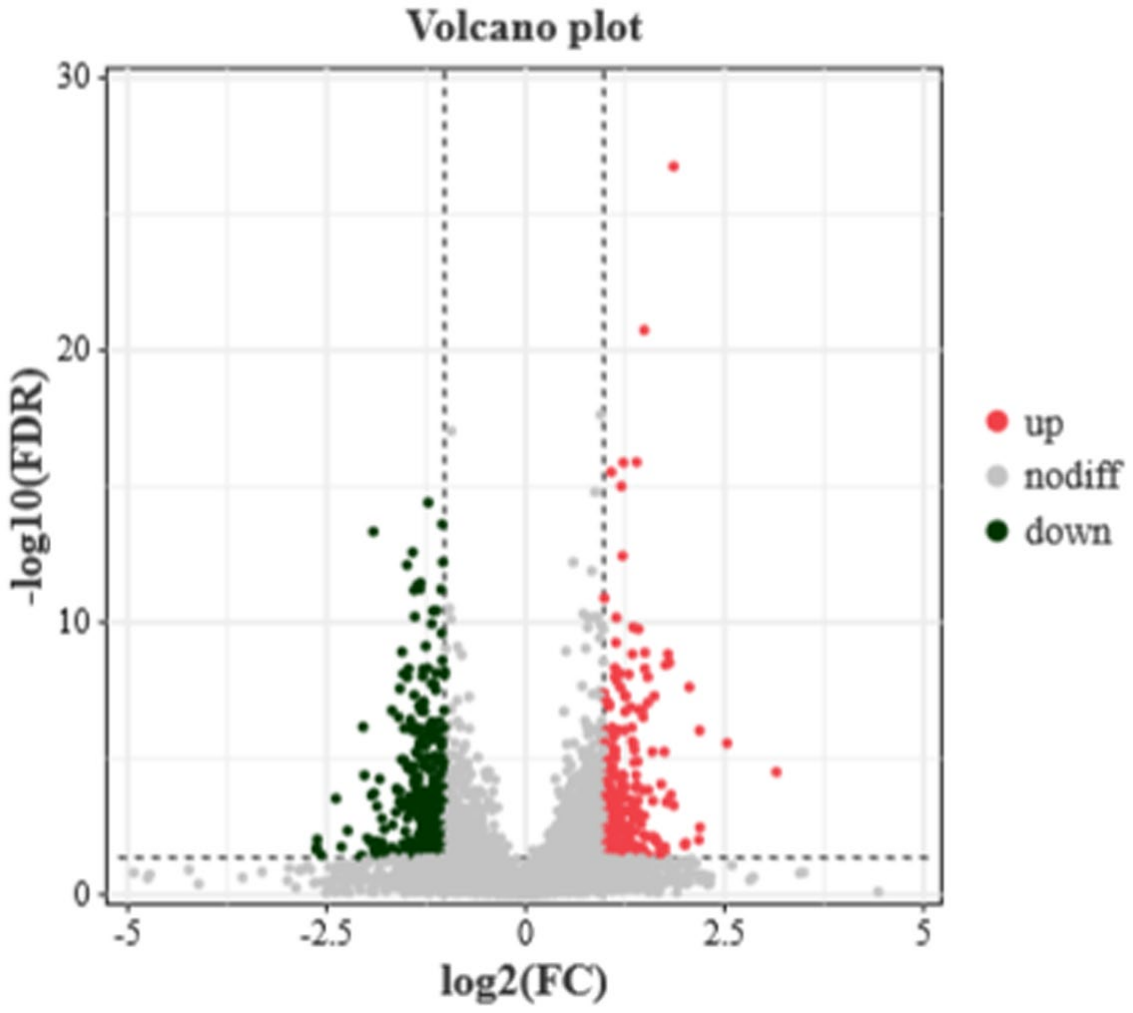
Differential protein volcanoes in the isthmus proteome of the translucent group and opaque group. Horizontal coordinates indicate the fold change in expression of proteins in different groups, vertical coordinates indicate the negative log_10_ value of the FDR or *p*-value of the difference between the two subgroups, black on the left side represents down-regulated proteins, red on the right side represents up-regulated proteins, and gray represents proteins with no significant difference.

GO functional enrichment analysis of the differential proteins revealed significant enrichment in several biological processes, including carboxylic acid metabolism, organic acid metabolic processes, molecular redox regulation, chromosome assembly, DNA assembly, and protein assembly. The functional interaction network highlighted key gene enrichments such as transport activity, catalytic activity, antioxidant activity, and positive regulation of metabolic processes (Figure 6A).

**Figure 6:**
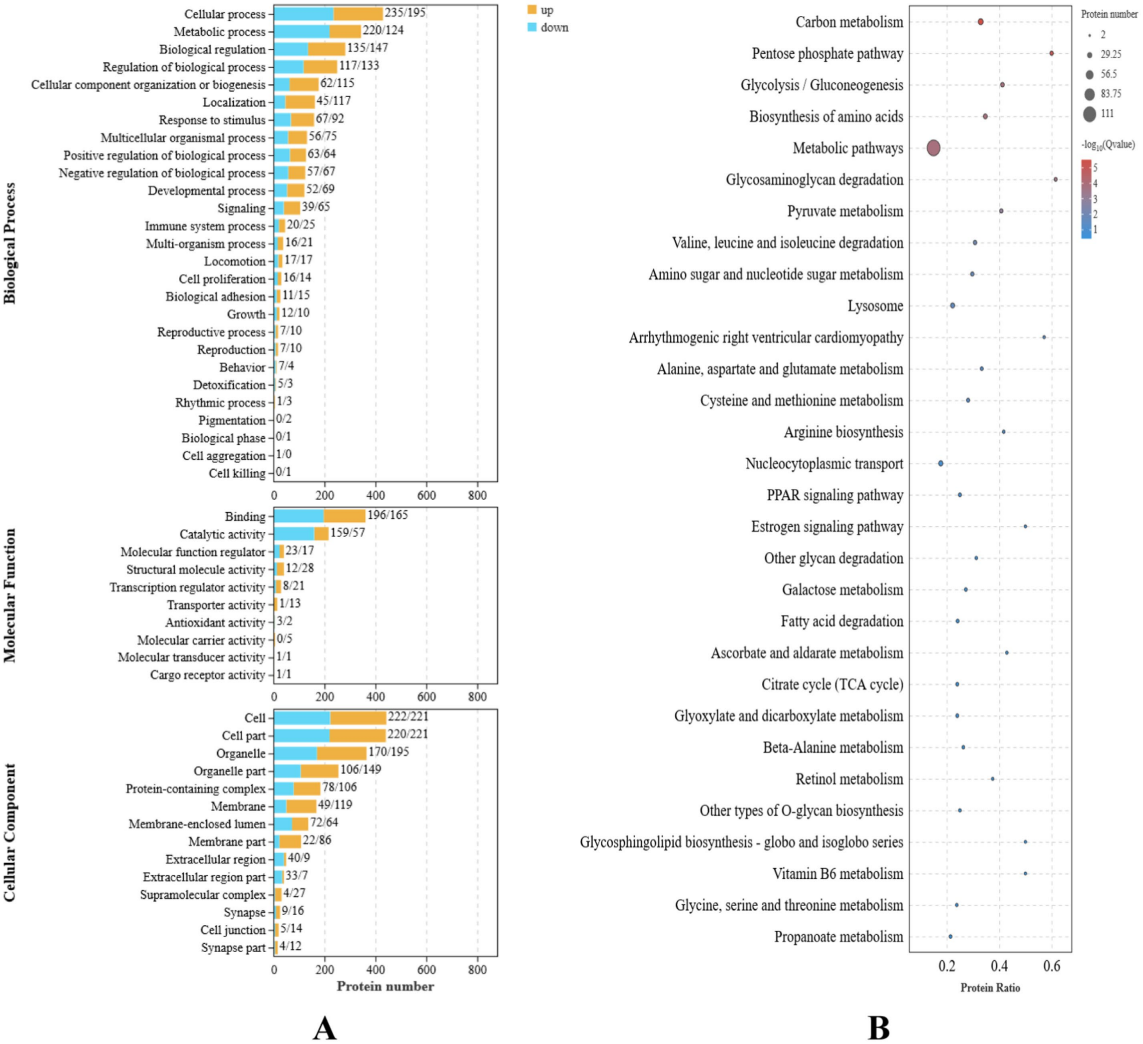
Plot of differential protein enrichment analysis of the isthmus proteome. **(A)** Secondary histogram of GO enrichment classification. **(B)** Bubble plot of significance of differential protein KEGG enrichment.

To systematically investigate the mechanisms underlying the translucent phenotype, the differential proteins were further annotated using the KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway database. The KEGG enrichment analysis, shown in Figure 6B, revealed that these proteins were primarily involved in processes such as protein processing in the endoplasmic reticulum, regulation of actin, nucleoplasm transport, positive regulation of carbohydrate synthesis, and amino acid biosynthesis.

Reactome pathway enrichment analysis, as highlighted in Figure 7, demonstrated that these genes were predominantly enriched in pathways related to protein metabolism, immune regulation, protein modification, membrane transport, the mitotic cycle, and RNA metabolism.

**Figure 7:**
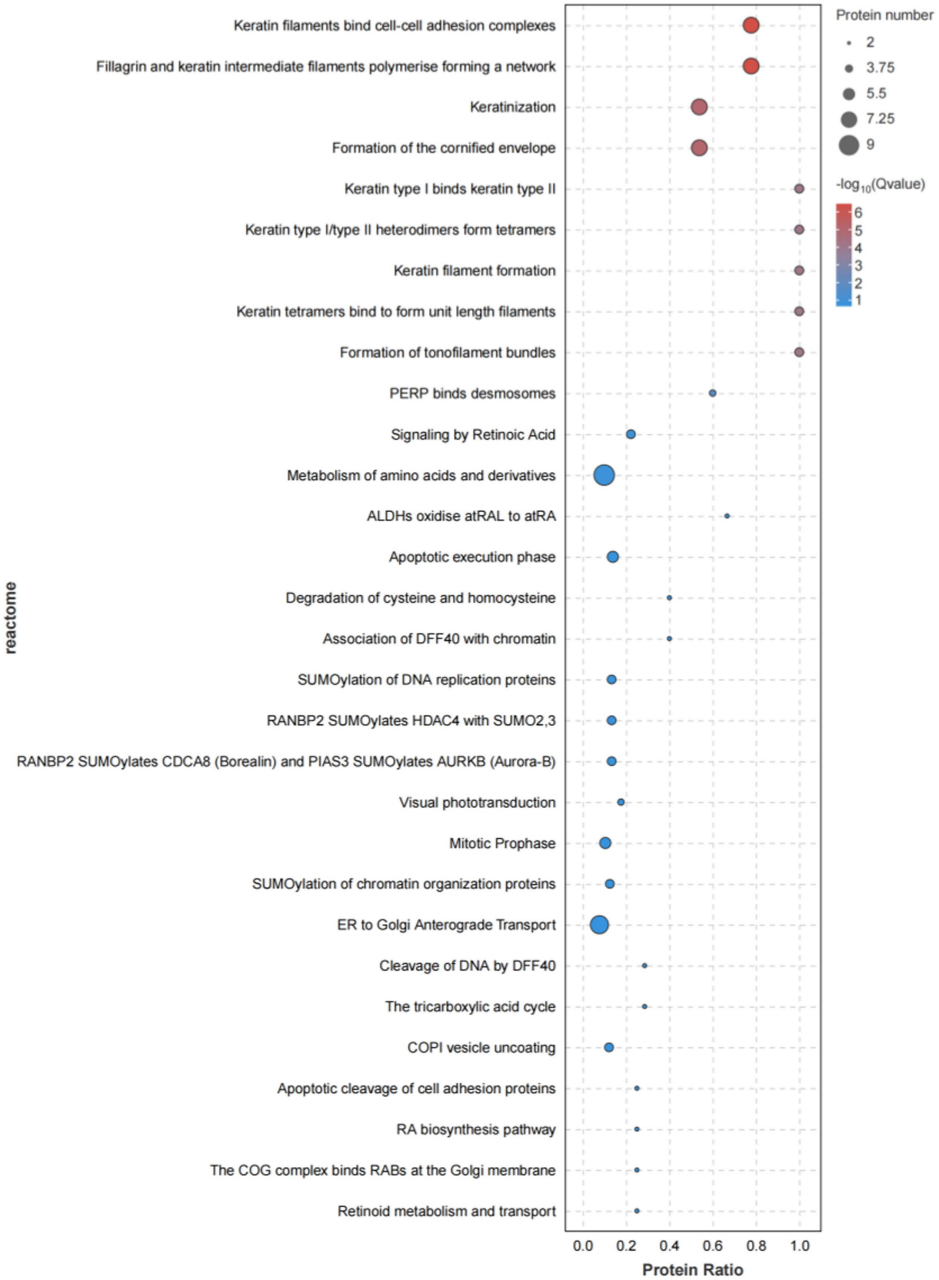
Bar chart of reactome enrichment for isthmus proteome differential proteins.

### Joint analysis

The joint analysis of the eggshell membrane proteome and isthmus tissue transcriptome revealed that 14,419 proteins with corresponding transcripts were identified in the transcriptomic data, while 5,837 proteins were detected in the proteomic data. To identify common differential genes and proteins, we applied the following criteria: genomic *p* ≤ 0.05 and a fold change of 2 for transcriptomic data, and proteomic FDR ≤0.05 and a fold change of 1.2 for proteomic data. This analysis yielded a total of 42 common differential genes and proteins (Figure 8).

**Figure 8:**
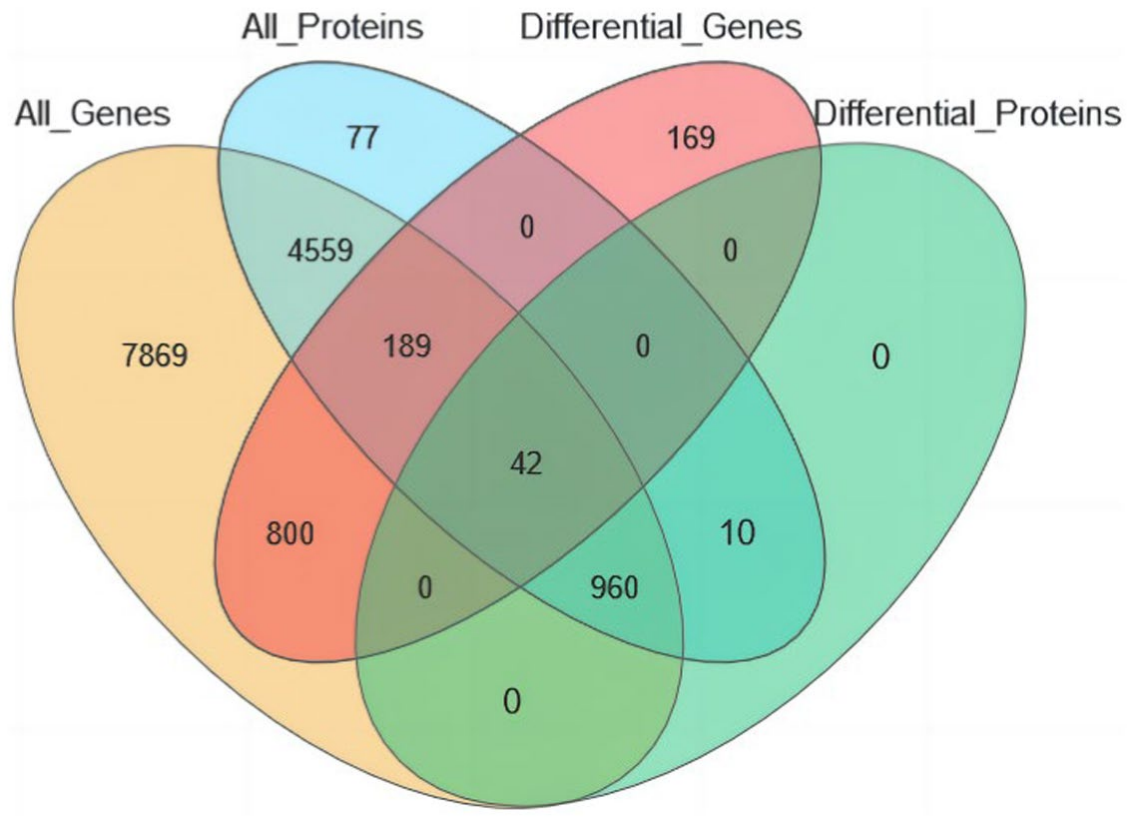
Venn diagram of transcriptome-proteome association analysis.

To characterize the expression patterns of genes in both histologies, we generated four-quadrant and nine-quadrant maps. The four-quadrant map classifies genes expressed in both histologies into four categories based on their differential expression status: (1) DGEs_DEPs (genes significantly differentially expressed in both transcriptome and proteome), (2) NDGEs_DEPs (genes non-significantly differentially expressed in transcriptome but significantly differentially expressed in proteome), (3) DGEs_NDEPs (genes significantly differentially expressed in transcriptome but non-significantly differentially expressed in proteome), and (4) NDGEs_NDEPs (genes non-significantly differentially expressed in both transcriptome and proteome). The nine-quadrant map further categorizes genes into nine types according to their differential expression status in both histologies, providing a more detailed representation of the data (Figure 9). Linear regression analysis of the transcriptomic and proteomic profiles revealed a Pearson correlation coefficient of −0.0531.

**Figure 9:**
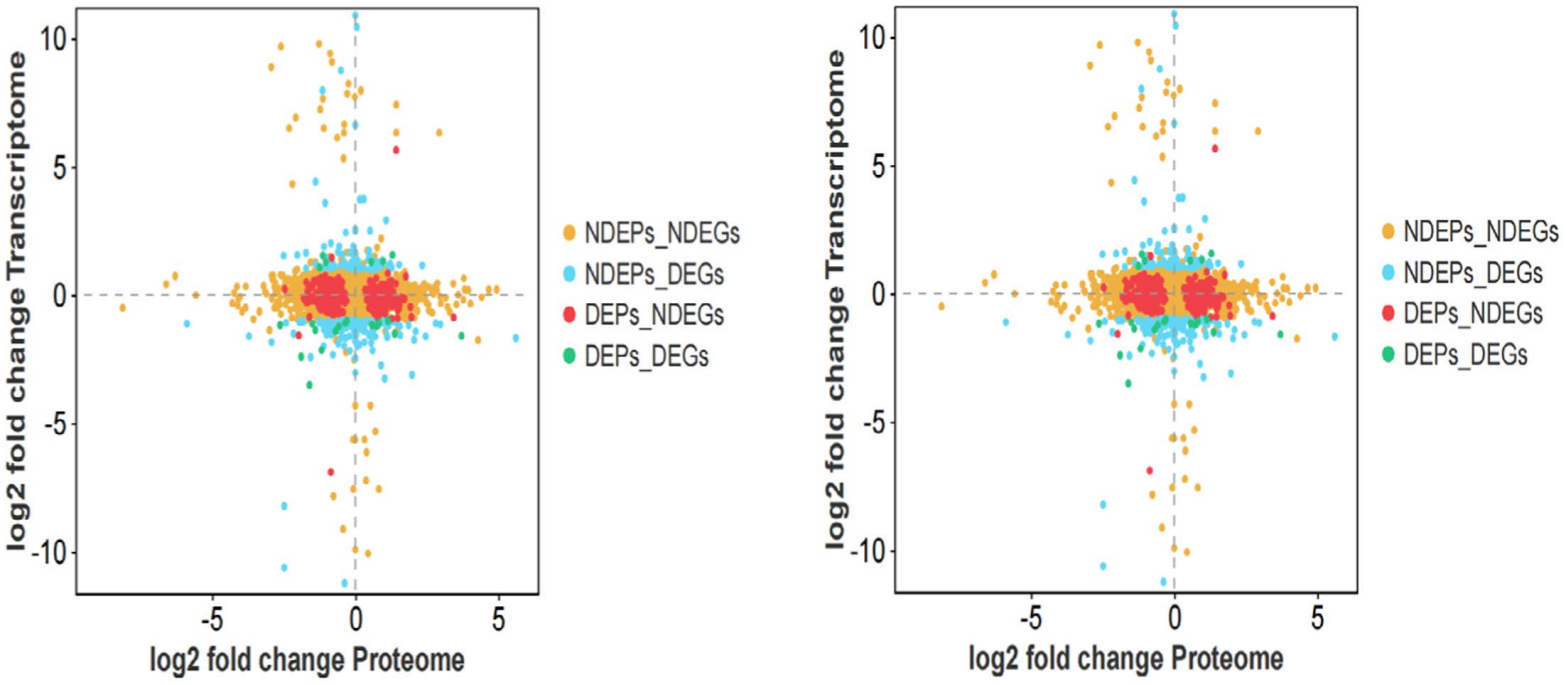
Four-quadrant and nine-quadrant maps of isthmus transcriptome-proteome association analysis.

The results of the joint GO functional enrichment analysis of the differential protein and gene sets are presented in Figure 10. The differential proteins and genes were primarily enriched in functional categories related to cellular processes, cellular components, molecular binding, and intracellular components.

**Figure 10:**
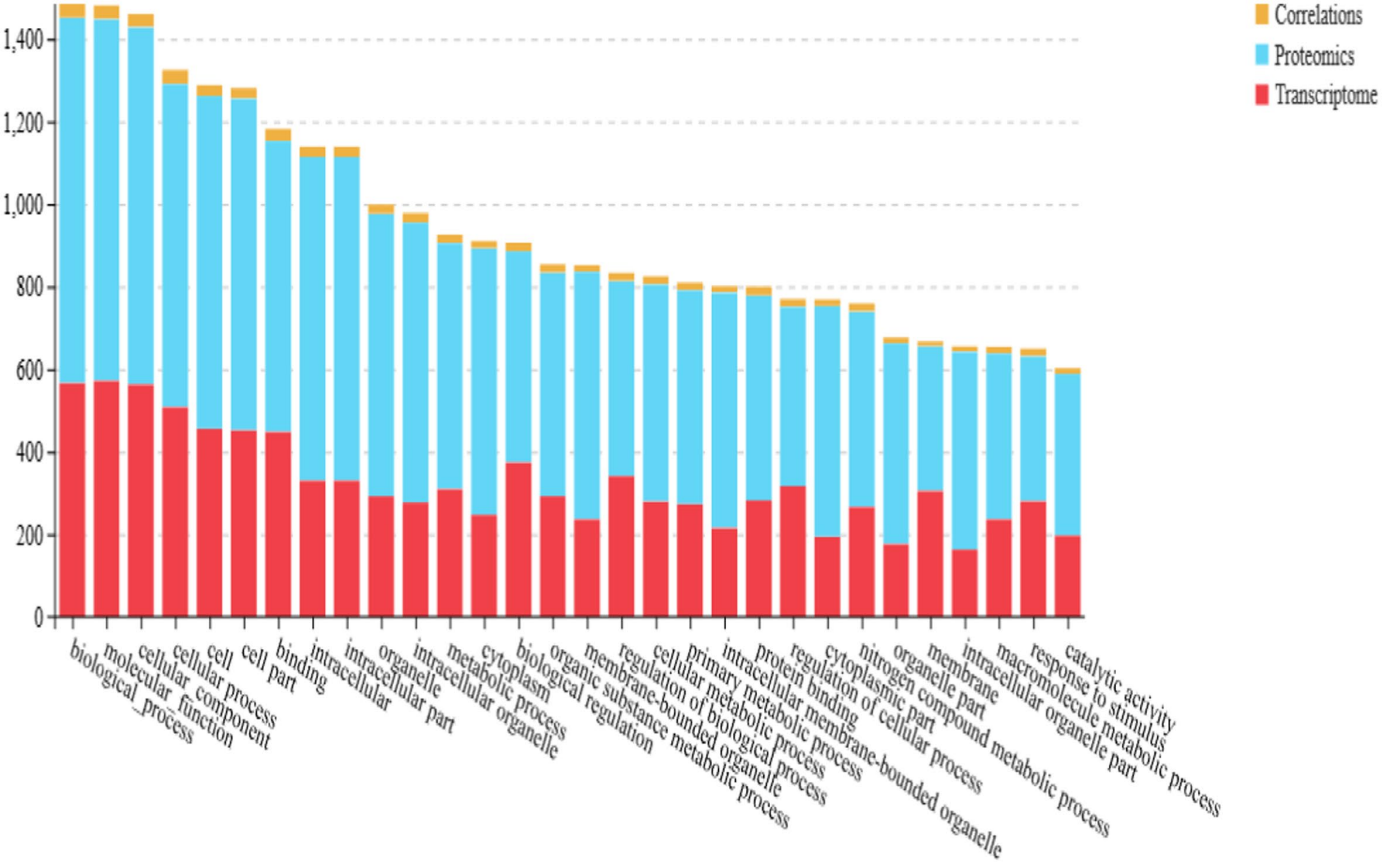
Isthmus transcriptome-proteome GO term association analysis graph.

The joint pathway enrichment analysis of the differential protein and gene sets is shown in Figure 11. The differential proteins and genes were mainly enriched in pathways associated with metabolic functions, endocytosis, and carbon metabolism.

**Figure 11:**
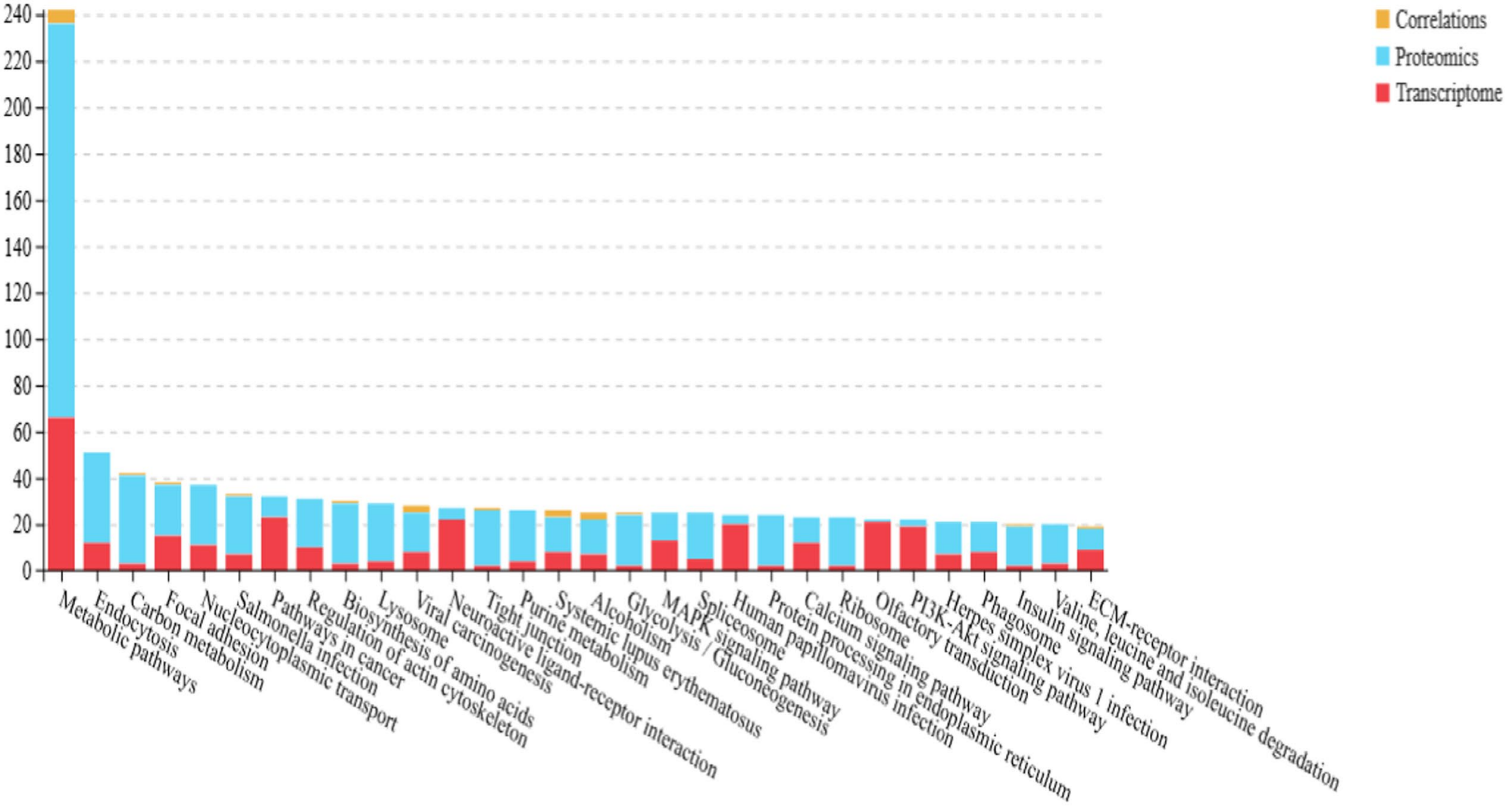
Isthmus transcriptome-proteome pathway association analysis.

## Discussion

### Eggshell membrane quality

Based on previous studies, variations in the chemical composition of the eggshell membrane can lead to changes in its physical structure, which ultimately influence the formation of eggshell translucency (16). In this experiment, the eggshell membrane thickness in the translucent group of dwarf white hens was significantly lower than that in the opaque group. Additionally, the opaque group exhibited significantly higher latitudinal and longitudinal tensile forces compared to the translucent group, while no significant differences were observed in the latitudinal and longitudinal tensile lengths. These findings align with previous research on eggshell translucency in dwarf brown-shelled hens (17). In this study, the opaque group exhibited significantly lower values for egg weight, eggshell weight, yolk weight, and albumen weight compared to the translucent group. Notably, egg weight—primarily influenced by hen body weight (18)—served as a key determinant of these differences, suggesting that the translucent trait may indirectly affect the physiological status of laying hens. Given that egg weight impacts eggshell weight, yolk weight, and albumen weight (15), the observed variations in these parameters likely stemmed from the disparity in egg weight between the two groups. Interestingly, the opaque group demonstrated superior eggshell strength relative to the translucent group. This phenomenon may be attributed to the structural integrity between the eggshell membrane and eggshell papillae (19), with potential contributions from variations in eggshell membrane thickness.

### Transcriptome

In this experiment, RNA sequencing (RNA-seq) was performed on oviductal isthmus tissues collected during eggshell membrane formation in both the translucent and opaque groups of dwarf white hens. A total of 16,666 genes were detected, including structural proteins such as collagen (e.g., *COL10A1*, *COL17A1*, and *COL3A1*), fibronectin (e.g., *FBN1* and *FBN2*), and lysyl oxidase homologs (*LOXL1* and *LOXL2*), which are critical for collagen processing. These findings align with previous proteomic studies of eggshell membranes. 

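The collagen gene COL10A1, listed in the table as ENSGALG00000014965 with the description collagen type X alpha 1, had the second highest mean FPKM of all genes, 27774.3 ± 2038.9 (SD, n = 5) in the translucent group and 29653.4 ± 1674.0 (SD, n = 5) in the opaque group. Its log2 fold change was -0.09 (standard error 0.13, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LOXL2 ranked 14 by mean FPKM, with 10031.7 ± 3197.5 CPM in the translucent and 9384.3 ± 4493.1 CPM in the opaque group (SD, n = 5 each), a log2 fold change of 0.10 that is smaller than its standard error of 0.33. COL17A1 had 176.8 ± 36.9 and 167.0 ± 21.7 CPM, and COL3A1 had 115.6 ± 39.0 and 116.3 ± 49.4 CPM in the translucent and the opaque group. FBN1 was lower, at 36.4 ± 11.1 and 33.4 ± 17.8 CPM, and LOXL1 reached 6.08 ± 1.88 and 6.71 ± 0.923 CPM. FBN2 ranked 15257 by mean FPKM with 0.230 ± 0.113 and 0.254 ± 0.220 CPM, so that most hens lay near or below the floor of 3 counts. None of these differences between group means exceeded the larger of the SDs of the groups, and the log2 fold changes of all 7 genes lay between -0.14 and 0.12. The sign of 5 of them (COL10A1, COL3A1, FBN1, FBN2 and LOXL2) changed under at least 1 other processing.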

Differential expression analysis revealed 181 genes that differed significantly between the translucent and opaque groups, with 92 genes upregulated and 89 genes downregulated in the translucent group. 

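By mean FPKM over the 10 hens, ENSGALG00000053886 ranked 58 and ENSGALG00000048109 ranked 162 among the 17617 rows, while RNF144A ranked 5685, CALB1 12385, GFAP 12870 and APOH 13945. The table gives neither of the first pair a symbol, and both carry the terms aspartic-type endopeptidase activity and viral process. ENSGALG00000053886 had 2542.4 ± 1012.3 CPM in the translucent group and 3505.0 ± 1096.0 CPM in the opaque group (SD, n = 5 each), a log2 fold change of -0.46 (standard error 0.29, adjusted p = 1 from edgeR's quasi-likelihood test). ENSGALG00000048109 had 1101.6 ± 424.7 and 1497.8 ± 722.1 CPM, with a log2 fold change of -0.44 (standard error 0.34, adjusted p = 1). The counts of both were fractional before rounding, so reads of near-identical copies could have been divided between loci. RNF144A had 18.2 ± 6.23 and 10.6 ± 5.40 CPM, a log2 fold change of 0.78 (standard error 0.35, adjusted p = 1) and 0.28 in the 6 hens of Table 4. GFAP fell below filterByExpr and was fitted without that filter. Its reads were 0, 4, 61, 49 and 55 in Translucent-1 to Translucent-5 and 1, 0, 0, 1 and 1 in Opaque-1 to Opaque-5, at least 8.25-fold higher in the translucent group against the floor (exact two-sided permutation test on log2 CPM, p = 0.048, n = 5 per group).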

Among these, ENSGALG00000053886, lipoprotein (*APOH*), calcium-binding protein (*CALB1*), glial fibrillary acidic protein (*GFAP*), proteolipid protein (*RNF144A*), and ENSGALG00000048109 were notably abundant.

Combining phenotypic traits such as microstructure and toughness, further screening identified *G0S2*, *CALB1*, *CACNA2D2*, *SLC4A1*, *SLC51A*, and *LAMP3* as significantly downregulated in the translucent group, while *OVoDA1*, *APOH*, *PLP1*, and *KIF26A* were significantly upregulated. 

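G0S2, CALB1, CACNA2D2, SLC4A1, SLC51A and LAMP3 had negative log2 fold changes and OvoDA1, APOH and KIF26A positive ones, both with edgeR and with DESeq2. CALB1, SLC51A and APOH had too few reads for filterByExpr and were fitted by edgeR without that filter. Adjusted over all genes tested, the p-value of each of these 9 genes was 1 in edgeR. Adjusted over the 26 genes examined from the paper's transcriptome and joint paragraphs alone, 11 of the 26 had a value under 0.05, but that list includes the paper's own calls on these hens. Within the unadjusted criterion, DESeq2 placed 8 of the 9 genes, all but KIF26A, and edgeR placed 4 of the 6 that passed its filter (G0S2, CACNA2D2, SLC4A1 and LAMP3). At the adjusted threshold, DESeq2 called CALB1 and SLC4A1 on the 10 hens and SLC4A1 and OvoDA1 on the 6 hens of Table 4.
CALB1 (ENSGALG00000032282) had 3, 1, 3, 2 and 8 reads in the translucent hens and 2, 19, 8, 128 and 67 reads in the opaque hens, in the order of their numbers, or 0.201 ± 0.152 and 4.03 ± 4.77 CPM (SD, n = 5 each). The log2 fold change was -4.24 (standard error 1.04) in edgeR and -4.32 with an adjusted p-value of 0.0193 in DESeq2. It was -2.26 in the 6 hens of Table 4, which leave out Opaque-4 at 11.2 CPM and Opaque-5 at 6.63 CPM. The groups overlapped (exact two-sided permutation test on log2 CPM, p = 0.056, n = 5 per group). Across hens, its deviations from the group means followed the mean log2 CPM of 9 other genes known from the shell gland, with Pearson's r = 0.86 (exact permutation within the groups, p = 0.011) and Spearman's rho = 0.78 (p = 0.024, same permutation). Adjusted by Benjamini-Hochberg over the 8 relations computed across hens, these p-values were 0.088 and 0.19, and r was 0.58 without the 2 hens farthest from the median in CALB1. SLC51A (ENSGALG00000007478) had at most 2 reads in every translucent hen and between 2 and 11 in the opaque hens, at least 2.82-fold lower against the floor of 3 counts.
LAMP3 (ENSGALG00000008759) had 26.9 ± 3.51 CPM in the translucent and 60.5 ± 36.4 CPM in the opaque group (SD, n = 5 each), and every translucent hen lay below every opaque hen. Its log2 fold change was -1.17 (standard error 0.35, exact two-sided permutation p = 0.0079, the smallest that 5 hens against 5 allow). Translucent-4 and Translucent-5, outside Table 4, had 29.7 and 28.1 CPM, and Opaque-4 and Opaque-5 had 109.1 and 30.8 CPM. KIF26A (ENSGALG00000011581) had 21.0 ± 8.59 and 11.6 ± 3.87 CPM, a log2 fold change of 0.85 (standard error 0.38, exact permutation p = 0.15, n = 5 per group), and 4 translucent hens lay above all opaque hens while Translucent-1 was at 5.84 CPM. In the 6 hens of Table 4 its log2 fold change was 0.38. With the replicate number as a block, the log2 fold changes were -3.45 for CALB1, -3.16 for SLC51A, -0.97 for LAMP3 and 0.80 for KIF26A, and G0S2, CACNA2D2 and SLC4A1 stayed within the unadjusted criterion of edgeR. From the lower and higher expression of these genes and the functions it cites for them, the paper proposes that lipid metabolism and calcium deposition are disturbed in the isthmus of the translucent group.

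**Figure D3:**
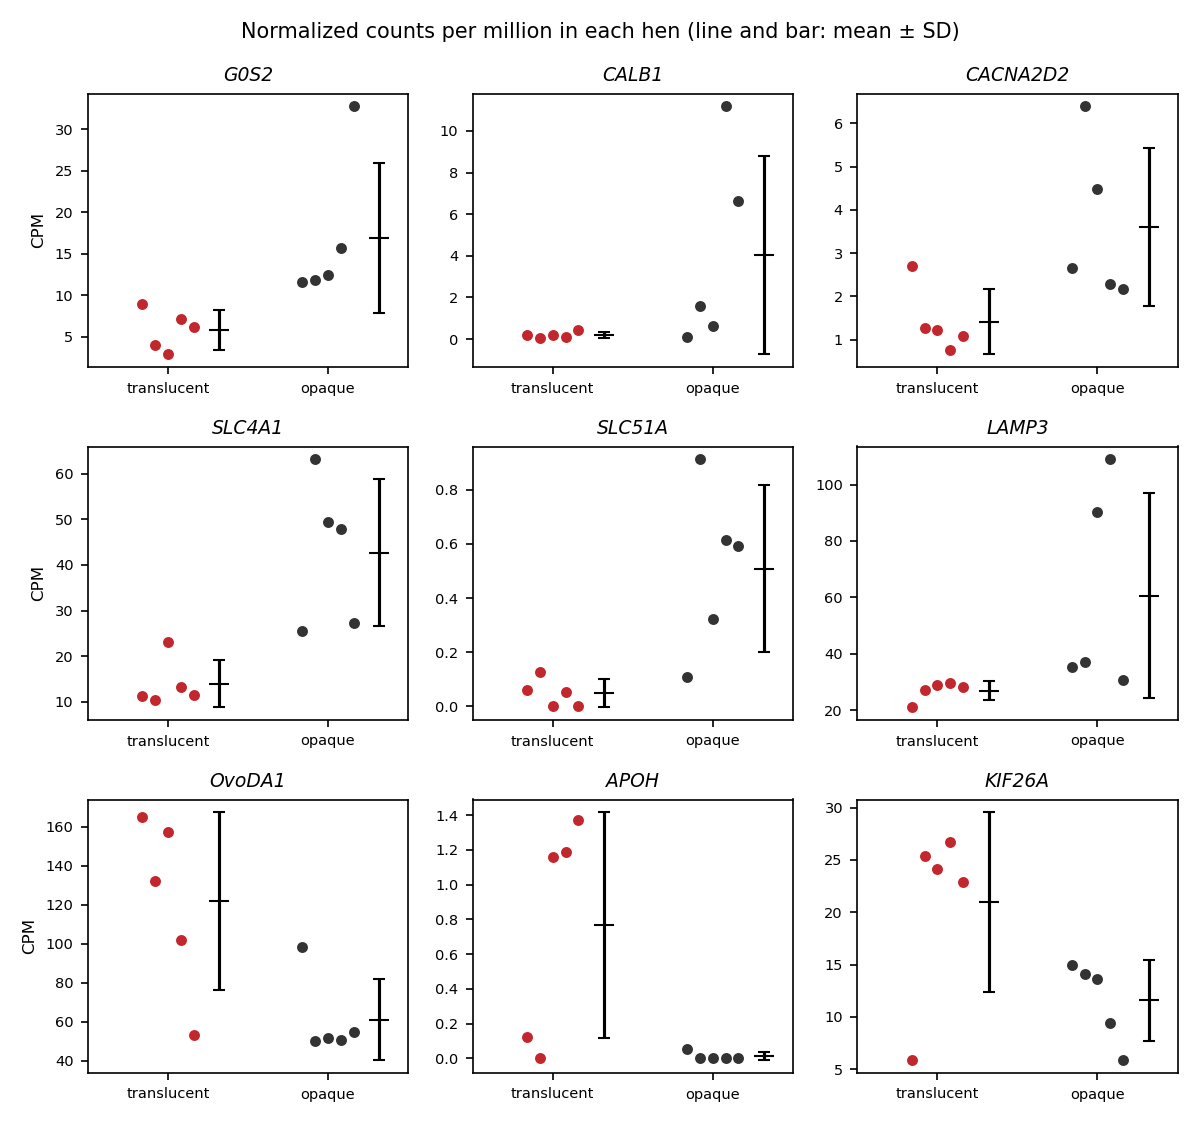
TMM-normalized CPM of 9 candidate genes in each hen, with translucent hens in red and opaque hens in black, each in the order of their numbers; the horizontal line and bar give the mean ± SD of 5 hens. LAMP3 reaches 29.7 CPM in the translucent hens and lies at or above 30.8 CPM in the opaque hens, and CALB1 is highest in Opaque-4 at 11.2 CPM and Opaque-5 at 6.63 CPM.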

Lipoprotein (*APOH*) is known to influence egg white formation (20), and calcium-binding protein (*CALB1*) may impact eggshell translucency by affecting eggshell quality (21, 22).

Two key genes, *PLP1* (proteolipid protein) and *APOH* (apolipoprotein), are involved in lipoprotein metabolism and lipid regulation (23, 24). 

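APOH (ENSGALG00000033376) had 2, 0, 18, 22 and 24 reads in Translucent-1 to Translucent-5 and 1, 0, 0, 0 and 0 reads in Opaque-1 to Opaque-5. Against the floor of 3 counts it was at least 3.18-fold higher in the translucent group (exact two-sided permutation test on log2 CPM, p = 0.048, n = 5 per group). Its reads lay above the floor in Translucent-3, Translucent-4 and Translucent-5 and below it in the other 7 hens. Of the hens in Table 4, only Translucent-3 was above the floor. With DESeq2 the adjusted p-value was 0.374. With the replicate number as a block, edgeR's log2 fold change was 4.67, against 5.07 without it, neither past the adjusted threshold.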

Lipoproteins and liver-synthesized proteins are critical for egg production (25, 26). We hypothesize that disruptions in lipid synthesis pathways in the liver of translucent individuals may alter the eggshell membrane structure or protein composition, leading to membrane thinning and fiber structural differences, which contribute to translucency. *KIF26A*, a kinesin family protein, inhibits cell growth signaling pathways (27). *OVoDA1*, a cysteine-rich host defense peptide and member of the avian-specific defensin family, is abundant in egg whites and plays a central role in innate immunity, with broad antimicrobial activity against bacteria, fungi, and viruses (28). Additionally, *OVoDA1* is involved in immune regulation and barrier protection, such as activating immune cells, preventing infections, and maintaining intestinal homeostasis (29). Some studies suggest that defensins, including *OVoDA1*, can inhibit lipase activity (30). The higher expression of *OVoDA1* in both groups suggests its potential role in lipid metabolism, leading to differences in eggshell membrane chemical composition and physical structure during formation. This dysfunction in the isthmus of the translucent group may result in eggshell membrane differences and translucency.

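OvoDA1 (ENSGALG00000032737) was among the highly expressed genes of the isthmus in both groups and ranked 233 by mean FPKM. It had 121.9 ± 45.6 CPM in the translucent and 61.0 ± 20.9 CPM in the opaque group (SD, n = 5 each), a log2 fold change of 1.00 (standard error 0.30, adjusted p = 1 from edgeR's quasi-likelihood test; exact two-sided permutation p = 0.024). The translucent hens outside Table 4, Translucent-4 and Translucent-5, had 102.0 and 53.2 CPM, and Opaque-4 and Opaque-5 had 50.8 and 54.5 CPM. Over the 6 hens of Table 4 the log2 fold change was 1.18 in edgeR (adjusted p = 0.619) and 1.19 in DESeq2 (adjusted p = 0.0481). A block for the replicate number gave 0.95. Leaving out each hen in turn kept the log2 fold change between 0.86 and 1.24. OvoDA1-2 and OvoDA3, related genes whose reads the authors' counting could have divided among the family, had log2 fold changes of 0.76 (standard error 0.27) and 0.38 (standard error 0.36), neither past the adjusted threshold over the 10 hens. DESeq2 on the 6 hens, chosen after seeing the values, called OvoDA1-2 with a log2 fold change of 1.14 (adjusted p = 0.0487). OvoDA1-2 ranked 9 by mean FPKM, with 4443.6 ± 1289.4 in the translucent and 2672.5 ± 641.9 in the opaque group (SD, n = 5 each).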

The downregulation of *CACNA2D2*, involved in calcium binding and transport, suggests its role in calcium deposition during eggshell formation, potentially influencing translucency severity (31). 

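CACNA2D2 (ENSGALG00000038242) was expressed at a low level, with 14 to 44 reads in the translucent hens and 22 to 77 in the opaque hens. This gave 1.41 ± 0.753 and 3.60 ± 1.82 CPM (SD, n = 5 each) and a log2 fold change of -1.35 (standard error 0.42, adjusted p = 1 from edgeR's quasi-likelihood test). In 4 of the 5 translucent hens it lay below every opaque hen, and Translucent-1 was within the opaque range (exact two-sided permutation test, p = 0.032, n = 5 per group). The log2 fold change was -1.35 over the 6 hens of Table 4 and with the replicate number as a block as well, and lay between -1.72 and -1.04 when each hen was left out in turn. DESeq2 gave the same log2 fold change with an adjusted p-value of 0.743. Opaque-4 and Opaque-5, outside Table 4, had 2.28 and 2.18 CPM, and Translucent-4 and Translucent-5 had 0.756 and 1.08 CPM.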

*SLC4A1* and its family members are critical for transporting Na^+^, Ca^2+^, and Fe^3+^ ions across cell membranes (32, 33), and their dysregulation may impair calcium, sodium, and iron transport pathways, affecting eggshell membrane structure or protein composition (34). 

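SLC4A1 (ENSGALG00000039978) had 13.9 ± 5.20 CPM in the translucent and 42.7 ± 16.1 CPM in the opaque group (SD, n = 5 each), and every translucent hen lay below every opaque hen (exact two-sided permutation test on log2 CPM, p = 0.0079, the smallest possible for 5 against 5). The log2 fold change was -1.62 in both tools, with a standard error of 0.30 and an adjusted p-value of 1 in edgeR and an adjusted p-value of 0.00134 in DESeq2. Over the 6 hens of Table 4 it was again -1.62, with adjusted p-values of 0.619 from edgeR and 0.046 from DESeq2. The hens outside Table 4 had 13.2 and 11.5 CPM in the translucent group and 48.0 and 27.2 CPM in the opaque group. It was -1.59 with the replicate number as a block and lay between -1.88 and -1.44 when each hen was left out in turn. The direction was the same in every alternative that was run. These are transcript levels. For the SLC4A1 protein the paper reports the opposite direction, higher in the translucent group, and the proteome was not analysed here.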

*G0S2*, a small basic protein, is involved in proliferation, apoptosis, inflammation, metabolism, and carcinogenesis (35, 36). 

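G0S2 (ENSGALG00000023933) had 5.81 ± 2.41 CPM in the translucent and 16.9 ± 9.08 CPM in the opaque group (SD, n = 5 each), without overlap between the groups (exact two-sided permutation p = 0.0079). The log2 fold change was -1.53 (standard error 0.38), with an adjusted p-value of 1 from edgeR's quasi-likelihood test and 0.104 from DESeq2. Opaque-5, which Table 4 leaves out, was highest at 32.8 CPM, and without the 4 hens outside Table 4 the log2 fold change was -1.17. The other hens outside that table were Opaque-4 at 15.7 CPM, Translucent-4 at 7.07 CPM and Translucent-5 at 6.15 CPM. A block for the replicate number left it at -1.52.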

Its abundance in metabolically active tissues like fat and liver suggests its role as a regulator of triglyceride catabolism (37), consistent with the observed upregulation of *OVoDA1*. These findings collectively suggest that disruptions in lipid metabolism and calcium deposition in the isthmus of the translucent group may lead to eggshell membrane thinning and translucency. However, further investigation is required to fully elucidate the molecular mechanisms underlying these observations.

Furthermore, while our RNA-seq analysis provides a comprehensive transcriptome profile, the absence of orthogonal validation (e.g., qPCR or proteomic analysis) for key differentially expressed genes represents a technical limitation. Although stringent bioinformatics pipelines were applied to ensure data quality, future studies incorporating experimental validation would further strengthen the biological relevance of these findings.

### Proteome

According to the protein quantification results, albumin (*ALB*), RNA-binding motif protein 3 (*RMB3*), and immunoglobulin-like polypeptide 1 (*IGLL1*) exhibited higher abundance in the opaque group, while lysyl oxidase-like 2 (*LOXL2*), ovalbumin A1 (*OVoDA1*), histone *H2A*, collagen (*COL1A2*), sulfhydryl oxidase (*QSOX1*), sulfhydryl reductase (*TXN*), peptidyl prolyl isomerase C (*PPIC*), and prolyl 4-hydroxylase subunit α2 (*P4HA2*) were relatively abundant in both groups. These findings align with transcriptomic results, which indicate that chicken isthmus tissues contribute to egg white glucose provision (38) and that functional proteins, such as *P4HA2*, may facilitate glucose metabolism and utilization (39). Sulfhydryl oxidase (*QSOX1*) and sulfhydryl reductase (*TXN*) are enzymes that regulate dimer cross-linking, suggesting that isthmus-derived proteins are involved in fibril formation within the eggshell membrane. The high expression of lysyl oxidase likely enhances the interaction between fibrillar proteins and collagen in the eggshell membrane, thereby influencing its structure.

In this study, 565 differential proteins were identified, with 249 upregulated and 316 downregulated. These proteins were primarily associated with catalytic activity, biological regulation, carbohydrate metabolism, amino acid metabolism, and lipid metabolism. The isthmus tissue is the primary site of eggshell membrane formation (40), and the eggshell membrane is composed of mucins, lipids, sugars, and trace minerals such as calcium and magnesium. The enriched pathways related to amino acid and lipid metabolism may reflect the requirement of these processes for eggshell membrane formation (41). Additionally, the isthmus tissue injects glucose into the egg white and secretes papillae onto the eggshell membrane, which play a critical role in eggshell calcification (42). This may explain the observed enrichment of proteins in molecular binding, biological process regulation, and protein complex pathways. Protein interaction network analysis revealed key roles for acyl-CoA dehydrogenase family member 8 (*ACAD8*) and acyl-CoA oxidase 1 (*ACOX1*), both of which are involved in lipid metabolism (43, 44). These findings suggest that lipid metabolism is closely associated with eggshell membrane formation and may influence the development of translucency.

In this study, comparative proteomic analysis of the translucent and opaque groups revealed significant differences in protein expression associated with eggshell membrane formation in the oviductal isthmus. Specifically, *SLC4A1*, *APOA1*, *APOA4*, *KRT7*, and *KRT18* were significantly upregulated in the translucent group. These proteins are involved in diverse biological processes, including transmembrane transport, lipid metabolism, and cytoskeletal organization. For instance, *SLC4A1*, a transporter involved in transmembrane ion transport, was enriched in GO terms related to secondary transmembrane transport protein activity. The upregulation of apolipoproteins such as *APOA1* and *APOA4* suggests potential impairments in lipid metabolism (45), which may contribute to structural variations in the eggshell membrane, ultimately leading to its thinning and the formation of translucency. This finding aligns with transcriptomic results, further supporting the hypothesis that disrupted lipid metabolism plays a role in eggshell membrane alterations.

*KRT7* and *KRT18*, both keratin proteins, were also significantly upregulated in the translucent group. *KRT18*, a cytoskeletal protein, is essential for maintaining cellular and tissue integrity and is involved in cell division and apoptosis (46). Previous studies have reported that overexpression of *KRT18* may lead to adverse effects, including tumor-like cellular behavior (47). The elevated expression of *KRT18* and *KRT7* in the translucent group may indicate accelerated apoptosis in certain cells, potentially disrupting eggshell membrane formation and contributing to translucency.

Conversely, *SPINK7*, *HSPA5*, *FBN1*, *OVST*, *AVBD11*, and *AVBD12* were significantly downregulated in the translucent group. *SPINK7*, a protein with carbohydrate-binding functions, is involved in the negative regulation of endopeptidase activity and steroid hormone processes (48). It has been suggested that *SPINK7* may play a role in the early stages of eggshell biomineralization (49), and its downregulation could impair this process, leading to eggshell membrane defects and translucency.

*HSPA5*, also known as glucose-regulated protein 78 (*GRP78*), is a molecular chaperone involved in lipid metabolism and cellular stress responses. Studies have shown that *GRP78* is essential for adipogenesis, lipogenesis, and postnatal growth in mice, with its inhibition significantly reducing lipid content (50). *HSPA5* is also critical for insulin secretion, as its downregulation leads to reduced insulin levels (51). The decreased expression of *HSPA5* in the translucent group may impair lipid metabolism and adipogenesis, potentially altering the composition and structure of the eggshell membrane. This could result in reduced lipoprotein levels and fewer fibrous structures within the membrane, contributing to its thinning and translucency.

*FBN1*, which encodes fibronectin 1, was also downregulated in the translucent group. Fibronectin 1 is essential for maintaining the elasticity of the eggshell membrane (52, 53). Its reduced expression may lead to a loss of elastic tissue structure, decreasing the membrane’s elasticity and toughness. Additionally, *FBN1* is associated with the production of asprosin, a glycogenic adipokine that regulates carbohydrate and lipid metabolism (54). The downregulation of *FBN1* in the translucent group suggests impaired metabolic regulation, further supporting the hypothesis that lipid metabolism disruptions contribute to eggshell membrane thinning and translucency.

*AVBD11* and *AVBD12*, members of the avian β-defensin family, were also downregulated in the translucent group. *AVBD11* is an atypical defensin expressed primarily in the oviduct but also found in the eggshell and eggshell membrane. It plays a critical role in embryonic growth regulation, antimicrobial immunity, and angiogenesis (55, 56). *AVBD11*’s presence in the eggshell membrane may contribute to its structural integrity and resistance to bacterial penetration. Its downregulation in the translucent group could impair these functions, leading to structural defects and translucency. *AVBD12*, another innate immune regulator, inhibits or kills pathogens (57, 58). The reduced expression of *AVBD11* and *AVBD12* in the translucent group may weaken the immune function of the eggshell membrane, resulting in incomplete or chemically altered structures that contribute to translucency.

Overall, the proteomic analysis revealed that differential proteins in the translucent group were primarily involved in immunity, lipid metabolism, and tissue structure. These findings are consistent with both the eggshell membrane proteome and isthmus transcriptome results, further supporting the hypothesis that disruptions in lipid metabolism and immune function contribute to eggshell membrane thinning and translucency.

### Conjoint analysis

A total of 16,666 genes were identified in the transcriptome of this experiment, representing 97.99% of the original chicken database. Proteomic analysis of the isthmus identified 5,882 proteins, while the eggshell membrane proteome identified 900 proteins. In the integration of isthmus proteome and transcriptome data, 5,882 transcriptomes were quantified to corresponding proteins, accounting for 35.29% of the identified genes. Similarly, in the integration of eggshell membrane proteome and transcriptome data, 900 transcriptomes were quantified to corresponding proteins, representing 5.40% of the identified genes. 

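The variation between hens within a group was measured on the same counts. The common biological coefficient of variation estimated by edgeR was 31.7% over both groups, 30.5% among the translucent hens and 32.8% among the opaque hens. Spearman's rho of log2 CPM between 2 hens, taken across genes, averaged 0.965 within the translucent group (10 pairs), 0.958 within the opaque group (10 pairs) and 0.964 between the groups (25 pairs). Genes are not independent replicates, so these averages do not test whether the groups differ.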

The experimental material for this study was the dwarf white hen, a pure breed of egg-laying hens with relatively low population variation, resulting in a smaller number of differential genes and proteins. The isthmus is the site of eggshell membrane production; however, the eggshell membranes analyzed in this study were collected from eggs laid by dwarf white hens, and differences in the timing of gene regulation and protein expression may contribute to discrepancies between the proteome and transcriptome of the isthmus.

The transcriptome and isthmus tissue proteome in this study showed a moderate correlation, consistent with previous studies (59, 60). This may be attributed to differences in the methods used for proteome and transcriptome identification. Earlier studies often employed 2D electrophoresis for proteome identification, which typically yielded a smaller number of high-abundance proteins. In contrast, this study utilized the advanced DIA (data-independent acquisition) technique, which provided high-accuracy identification of a larger sample of proteins. As a result, the correlation coefficients obtained in the transcriptome-proteome correlation tests were lower than those reported in studies using 2D electrophoresis (61). For instance, Pan et al. (62) observed a low degree of association between differential genes and differential proteins in red sweet orange, and Huang et al. similarly reported weak correlations between transcriptome and proteome data. These findings highlight the complexity of gene expression regulation.

In addition to methodological differences, the distinct half-lives of proteins and mRNAs, as well as protein degradation, can influence the correlation between transcriptome and proteome (63). These factors underscore the notion that mRNA transcription and protein expression are only partially correlated, and that mRNA levels do not fully reflect protein expression levels. This complexity indicates that transcriptome and proteome regulation involve distinct mechanisms, and that a comprehensive understanding of molecular regulation requires the integration of both datasets.

The results of the joint analysis revealed that not all mRNA and protein levels exhibited significant changes. This is primarily due to the intricate nature of transcriptional and post-transcriptional regulation (64, 65), which results in differences in protein and mRNA half-lives, synthesis rates, and quantities (66). Additionally, limitations inherent to the DIA-MS method, such as reduced quantification accuracy when analyzing complex MS/MS spectra generated by a wide isolation window, may also contribute to these discrepancies (22). The translatome, which bridges the transcriptome and proteome, is particularly suited for quantifying translated gene products and indirectly assessing protein expression at the genomic level (67). These findings emphasize the importance of integrating transcriptomic and proteomic data to gain a more comprehensive understanding of molecular regulatory mechanisms.

## Conclusion

The transcriptome results indicated that the causes of eggshell translucency might be associated with various biological processes, including metabolism, signaling pathways, immune system function, molecular binding, transport, and catabolism. Seven potential candidate genes, such as *CACNA2D2* and *KIF26A*, were identified. These genes may play roles in calcium transport and cell signaling, potentially influencing the structural integrity of the eggshell membrane.

Proteomic analysis revealed that the formation of translucent eggshells is linked to catalytic activity, biological regulation, carbohydrate regulation, amino acid metabolism, and lipid metabolism. Key proteins identified included *SLC4A1*, *APOA1*, and *APOA4*, which are involved in ion transport and lipid metabolism. These proteins may affect the composition and structural integrity of the eggshell membrane.

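At the transcript level, the genes CA2, LUZP2, OVA, OVALY, OVST and AvBD11 were all tested in the 10 hens, and none had an adjusted p-value under 1 in edgeR's quasi-likelihood test. OVA, the ovalbumin gene, had 11769.7, 45.6, 17.7, 1441.4 and 479.9 CPM in Translucent-1 to Translucent-5 and 54.0, 200.1, 1.60, 1.66 and 71.7 CPM in Opaque-1 to Opaque-5. Its log2 fold change of 5.39 (standard error 1.84) was 2.93 without Translucent-1, and the groups overlapped (exact two-sided permutation test on log2 CPM, p = 0.10, n = 5 per group). OVALY, described in the table as ovalbumin-related protein Y, followed the same hens, with 505.5 CPM in Translucent-1 and 0.0801 CPM in Opaque-3. Its log2 fold change was 4.94 (standard error 1.46, exact permutation p = 0.040, n = 5 per group) and 3.0 without Translucent-1. The log2 fold changes of CA2, LUZP2, OVST and AvBD11 lay between -0.05 and 0.38, against standard errors between 0.27 and 0.37. With the replicate number as a block they were -0.01, 0.46, 0.23 and -0.02, and 4.42 for OVA and 4.74 for OVALY. In the 6 hens of Table 4 they were 0.57, 0.71, -0.48 and 0.33 for CA2, LUZP2, OVST and AvBD11, so that CA2 and OVST changed direction. OVA and OVALY met the unadjusted criterion of p at most 0.05 and at least a 2-fold change, and CA2, LUZP2, OVST and AvBD11 did not.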

Integrated transcriptomic and proteomic analysis identified a total of 42 common differential proteins and genes, including *CA2*, *LUZP2*, *OVA*, *OVALY*, *OVST*, and *AVBD11*. These genes and proteins are likely involved in the formation and quality of the eggshell membrane.

The combined transcriptomic and proteomic analysis of isthmus tissue provides novel insights into the regulatory mechanisms governing eggshell membrane quality. The identified genes offer valuable molecular genetic references for the selection and breeding of hens with optimal eggshell membrane characteristics.

## Data Availability

The data presented in the study are deposited in the NCBI repository under the accession number GSE297167.

How the deposited data were processed for this re-analysis (not part of the article)

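White isthmus tissue of 10 dwarf white hens, 5 laying translucent and 5 laying opaque eggs, was sequenced by the authors with 1 library per hen, and each hen was treated as a replicate. The authors filtered the reads with fastp, removed reads matching chicken rRNA with Bowtie2, aligned the rest with HISAT2, reconstructed transcripts with StringTie and quantified genes with RSEM. The deposited table gives expected counts, which the authors estimated with RSEM per gene and hen and did not normalize. It also gives FPKM values, which the authors corrected for gene length and for the fragments mapped in each hen. The reads themselves were not used here, and neither the filtering nor the alignment was repeated. The paper's text does not name the genome build. The proteome was not analysed here.

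The expected counts, of which 6.73% were fractional, were rounded to whole numbers. Totals per hen were between 11601225 and 19014779, and a floor of 3 counts, between 0.158 and 0.259 CPM, was taken as the smallest level the depth can show. Floors cover counting error only. Analyses were run with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0 in R 4.3.3, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The TMM factors and filterByExpr of edgeR were applied, the translucent group was compared with the opaque group by the quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p-value under 0.05 and an absolute log2 fold change over 1 were called. The criterion of the paper's statistics paragraph, an unadjusted p-value of at most 0.05 and at least a 2-fold change, was counted beside it. Genes that the filter removed but the paper names were taken from a fit of all genes with at least 1 read. For these genes and the others given as values, an exact two-sided permutation test of log2 CPM over the 252 allocations of 10 hens to 5 and 5 was run, whose smallest p-value is 0.0079. CPM values are normalized by TMM, and log2 CPM was computed with a prior count of 2.

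Over-representation of KEGG pathways and GO terms was tested by a one-sided hypergeometric test against the tested genes that carry an annotation in the deposited table. Only pathways and terms that held a listed gene were tested and entered the adjustment. Gene sets of 15 to 5000 tested genes were tested with fgsea on the signed square root of F. The table gives GO terms without their parents, so terms were taken as listed. Gene symbols were read from the table, and 13642 of the 13961 NCBI gene numbers in its descriptions were found in the RefSeq gene list.

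The genes named are those the paper names in its transcriptome and joint paragraphs and, at the transcript level, the proteins it names, and some of these genes are not reported here. The 5 genes with the smallest adjusted p-values in each direction among the called genes without overlap between the groups were to be added, but 0 genes were called. Genes called by DESeq2, related ovodefensin and ovalbumin genes and MBP were added after their values were seen. The replicate numbers 1 to 5 that both groups share come from the labels and Table 3 and belong to different animals, so they were used as a block only in an alternative.

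The tests, samples, thresholds and most alternatives were chosen before the data were examined. These alternatives were DESeq2, median-of-ratios size factors, library size alone, no low-count filter, at least 10 reads in every hen, the 6 hens of Table 4, each hen left out in turn, the replicate block, the egg-laying interval as a covariate, limma on log2 FPKM with pseudocounts of 1 and 0.1, other gene lists and backgrounds, a ranking by log2 fold change and camera. DESeq2 on the 6 hens of Table 4, counts thinned to the smallest total and the gene list of DESeq2 by the unadjusted criterion were chosen after seeing the data. The calling steps were tested on simulated data with 200 genes changed by 2 on the log2 scale, of which edgeR found 186 with 4 false calls, DESeq2 found 193 with 41 false calls and limma found 187 with 6 false calls. Changes smaller than 2 on the log2 scale were not simulated. Both gene set tests found the planted set and 0 of 50 random sets. The planted set was made of the raised genes themselves, and simulated genes varied independently, so this checks the steps only.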

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

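The tests on the first principal component were chosen only after the result was seen. In each group of 5 hens, the gap between the most extreme hen and its nearest neighbor was divided by the range of the group, and a ratio above 0.71 set a hen apart. Among 102 groups of values, 14 held such a hen, where about 5.1 would occur by chance. The measures are not independent, since 7 of the 14 belong to Translucent-1, 2 to Opaque-5 and 3 to Opaque-1.

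Translucent-1 stood apart in the share of counts on the 10 highest genes (ratio 0.746), with 24.5% against 17.8% to 19.5% in the other translucent hens. The same hen stood apart in LAMP3 (0.731, 20.9 CPM), KIF26A (0.899, 5.84 CPM) and PPIC (0.877, 34.3 CPM), where it was lowest. Among the translucent hens it was highest in TXN (0.74, 1312.9 CPM), SPINK7 (0.734, 134595.1 CPM) and HSPA5 (0.786, 1564.8 CPM). Opaque-5 was higher still in TXN (1401.4 CPM) and HSPA5 (1574.8 CPM), but not in SPINK7. Opaque-5 was highest of the opaque hens in PPIC (0.747, 108.6 CPM) and SPINK7 (0.808, 98719.3 CPM). These are the hens that lay apart on the first principal component, at 54.7 and 78.3. The egg-laying interval, the library size, smooth muscle in the sample and magnum tissue in the sample were tested as sources. None of the 4 measures placed both hens outside the range of the other 8 on the same side. Among those 8 hens r with the component was -0.23 for the interval, -0.08 for library size, 0.14 for 10 smooth muscle markers and -0.47 for 8 magnum markers. Spearman's rho was -0.26, 0.05, 0.05 and -0.07, and the exact permutation p-values of r were 0.59, 0.86, 0.75 and 0.25, or 0.81, 0.86, 0.86 and 0.58 after Benjamini-Hochberg adjustment over 8 relations. Without the 2 hens farthest from the median of each measure, r was -0.55, 0.15, -0.06 and -0.23. These correlations leave out the 2 hens, so they cannot show what sets them apart. Translucent-1 was above the other 8 hens in library size and in smooth muscle and magnum markers, and Opaque-5 was not, so these 3 sources are not excluded for Translucent-1 alone. Library size is here the total counted on genes. In Table 4, Translucent-1 has fewer clean bases than Translucent-2, Translucent-3 and Opaque-1, and more than Opaque-2 and Opaque-3. Deeper sequencing thus does not account for its total being the highest of these hens. The 10 highest genes took 24.5% and 22.5% of the counts in these hens and at most 19.9% in the others, and their TMM factors of 0.855 and 0.869 were the lowest. With library size alone in place of TMM, 48 genes met the unadjusted criterion of p at most 0.05 and at least a 2-fold change, against 55. What sets these hens apart was not found.

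Opaque-1 stood apart from the other opaque hens in its total count (ratio 0.975), with 17309287 against 11601225 to 11746135. It also stood apart in OvoDA1 (0.871), with 98.3 CPM against 49.9 to 54.5 CPM, and in APOH (1), where its single read was the only one of the group. Its total made it the 1 opaque hen within the translucent range. After every hen was thinned to the smallest total, 51 genes met the unadjusted criterion, against 55, so the number of genes changed little with depth. No explanation for OvoDA1 in this hen was tested. APOA4 had 1 read in Translucent-3 and 1 read in Opaque-4 and none in the other hens, which gave a ratio of 1 in both groups. A ratio that rests on 1 read lies below the floor of 3 counts and carries no weight.

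Loci that StringTie assembled, which the paper does not discuss, took 3.13% of the counts on average, between 2.79% and 3.70% in each hen and above the floor of 3 counts. They made up 739 of the 12858 genes tested. The lowest share was in Translucent-5 and the highest in Opaque-3, with hens of both groups between them. No technical or biological explanation was tested for this share.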

How the results depend on the processing

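DESeq2 on the 6 hens of Table 4, the thinning of counts and the list of DESeq2 by the unadjusted criterion were chosen after seeing the data. The number of genes called by edgeR over the 10 hens was 0, with 282 genes at an unadjusted p-value under 0.05. It was also 0 with median-of-ratios size factors, library size alone, no low-count filter, at least 10 reads in every hen, the 6 hens of Table 4, the replicate block, the egg-laying interval as a covariate, limma on FPKM with either pseudocount, thinned counts and each hen left out in turn, where between 162 and 990 genes had an unadjusted p-value under 0.05. The exceptions were DESeq2, with 4 genes called, all 4 lower, and DESeq2 on the 6 hens, with 22 called, 7 higher and 15 lower. By the unadjusted criterion of p at most 0.05 and at least a 2-fold change, the number was 55. It was 54 with median-of-ratios size factors, 48 with library size alone, 55 with the block and 51 with thinned counts. It was 141 with DESeq2, 218 without the filter, 19 with at least 10 reads in every hen, 233 in the 6 hens, 88 with the interval, 19 and 138 with limma on FPKM with pseudocounts of 1 and 0.1, 315 with DESeq2 on the 6 hens, and from 71 to 99 across the 10 fits that each left out a hen. Without the filter, 16273 genes were fitted in place of 12858. Whether the added genes account for the higher number was not tested, nor was the cause of the other changes.

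With 0 genes called, 0 KEGG pathways and 0 GO terms were over-represented, also against all annotated genes and in the 6 hens, where the empty lists allow no other number. The genes DESeq2 called gave 1 pathway and 58 terms, resting on 1 gene with a pathway and 4 genes with terms, the list by the unadjusted criterion 3 pathways and 104 terms, and that list from DESeq2 0 pathways and 15 terms. Of the GO terms the paper names for GSEA, 0 passed with the ranking used, the log2 fold change ranking, the block and camera, and 2 passed in the 6 hens. Over all GO terms, 29 passed, 32 with the block, 7 with camera, 17 with the log2 fold change ranking and 307 in the 6 hens. The cause was not tested.

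Of the 26 genes examined from the paper's transcriptome and joint paragraphs, 18 kept their direction in all fits that gave a value, among them the 9 candidate genes reported here, and 8 reversed in at least 1. In the 6 hens, with edgeR and with DESeq2, the log2 fold changes that reversed were -0.57 and -0.56 for FBN1, -0.35 and -0.35 for LOXL2, 0.04 and 0.05 for COL10A1, 0.57 and 0.58 for CA2, -0.48 and -0.48 for OVST, 0.12 and 0.13 for ALB, -0.61 and -0.61 for COL1A2, 0.09 and 0.10 for PPIC, -0.16 and -0.16 for APOA1, 1.83 and 0.82 for APOA4, 0.15 and 0.16 for KRT7, 0.93 and 0.94 for HSPA5, and 0.13 and 0.14 for AvBD12. With the block, COL3A1 was at 0.08, FBN2 at 0.04 and AvBD11 at -0.02. With the interval, COL3A1 was at 0.07, AvBD11 at -0.29, QSOX1 at -0.03, TXN at -0.04, APOA4 at 0.22 and KRT18 at -0.04. Limma on FPKM with pseudocounts of 1 and 0.1 gave 0.07 and 0.08 for COL3A1 and -0.02 and -0.02 for AvBD11. Across the 10 fits that each left out a hen, the log2 fold changes went from -0.23 to 0.13 for COL3A1, -0.10 to 0.33 for FBN1, -0.38 to 0.37 for FBN2, -0.05 to 0.42 for LOXL2, -0.27 to 0.21 for CA2, -0.08 to 0.40 for OVST, -0.17 to 0.19 for AvBD11, -0.20 to 0.23 for COL1A2, -0.01 to 0.15 for QSOX1, -0.08 to 0.29 for TXN, -0.12 to 0.14 for PPIC, -0.16 to 0.03 for ACAD8, -0.07 to 0.20 for APOA1, -1.52 to 1.31 for APOA4, -0.51 to 0.85 for KRT18, -0.03 to 0.54 for SPINK7, -0.73 to 0.33 for HSPA5 and -0.25 to 0.02 for AvBD12. The cause of these reversals was not tested.

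The depth limits CALB1, SLC51A, APOH, GFAP, FBN2, ALB and APOA4, which had too few reads for the low-count filter. The filter of at least 10 reads in every hen gave no value for them. The number of genes detected was 16273, 14913 with at least 10 reads summed, 16277 by FPKM, 16030 in the 6 hens and 13276 with a read in every hen.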

Differences from the paper's values

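The paper states 179 differentially expressed genes at 1 point of its results and 181 at another and in its discussion. It gives 92 as higher and 89 as lower in the translucent group. Its methods name an adjusted p-value under 0.05 and an absolute log2 fold change over 1. Its statistics paragraph names an unadjusted p-value, and which of them gave these numbers is not stated. At the adjusted threshold, edgeR's quasi-likelihood test on the 10 hens gave 0 genes, with 0 higher and 0 lower. An unadjusted p-value under 0.05 was found for 282 genes. None of the alternatives set before the data were examined closed the gap. DESeq2, which the paper's methods name, called 4 genes, 0 higher and 4 lower, and the 6 hens of Table 4 gave 0 genes with edgeR. DESeq2 on those 6 hens, chosen after seeing the values, called 22 genes and also left the gap open.

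By the criterion of the paper's statistics paragraph, an unadjusted p-value of at most 0.05 and at least a 2-fold change, 55 genes differed, 27 higher and 28 lower, against the paper's 179 or 181, 92 and 89. Among the alternatives set before the data were examined, DESeq2 with 141, edgeR without a low-count filter with 218, edgeR on the 6 hens of Table 4 with 233 and limma on log2(FPKM + 0.1) with 138 came within a factor of 1.5 of the paper's total. For the paper's 92 higher genes, the same alternatives did so, with 80, 119, 65 and 96. For the paper's 89 lower genes, DESeq2 with 61 and edgeR without the filter with 99 did so. The remaining alternatives did not close these gaps. DESeq2 and edgeR without the filter also placed 8 of the 9 candidate genes reported here within this criterion, all but KIF26A. The joint analysis shows about 1200 differential genes in Fig. 8, read by eye, against 55 here, and none of the alternatives set before the data were examined reached it.

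The paper states 13 enriched KEGG pathways and 37 GO terms, against 0 and 0 here, where the list of called genes was empty. Its sentence on GO enrichment counts far fewer differential genes than its stated totals and does not relate these numbers. None of the alternatives set before the data were examined closed either gap. The genes called by DESeq2 gave 1 pathway and 58 GO terms, which rest on 1 gene with a pathway and 4 with GO terms, and the list by the unadjusted criterion gave 3 pathways and 104 GO terms. The list of DESeq2 by the unadjusted criterion, chosen after seeing the values, gave 0 pathways and 15 GO terms at the adjusted threshold. In that list 13 pathways had an unadjusted p-value under 0.05. The equal number does not show that these are the paper's 13 pathways. Phagosome, which leads Figure 2B, was not among them, with an unadjusted p-value of 0.202 in the hypergeometric test.

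The paper describes its candidate genes as significantly lower or higher in the translucent group. The 9 reported here had the stated direction with DESeq2 and with edgeR without the filter, but at the adjusted threshold edgeR called none of them. DESeq2 called CALB1 (adjusted p = 0.0193) and SLC4A1 (adjusted p = 0.00134), and DESeq2 on the 6 hens of Table 4, chosen after seeing the values, called SLC4A1 (adjusted p = 0.046) and OvoDA1 (adjusted p = 0.0481). KIF26A, with a log2 fold change of 0.85, met the unadjusted criterion without Translucent-1 and with the egg-laying interval as a covariate. Among its differential genes, the paper calls GFAP, APOH, CALB1 and RNF144A abundant. By mean FPKM they ranked 12870, 13945, 12385 and 5685 among all 17617 rows, a ranking that is not limited to those genes. The paper places protein binding among the upregulated terms, and its normalized enrichment score was -1.18 here, with negative scores under each alternative that gives a score. Multicellular organism development, which the paper places among the downregulated terms, had a score of -1.08 (adjusted p = 0.746), and it passed the threshold in the 6 hens of Table 4 (adjusted p = 4.61e-05). CA2, LUZP2, OVA, OVALY, OVST and AvBD11 are listed by the paper as differential, and here OVA and OVALY alone met the unadjusted criterion over the 10 hens by edgeR. Phagosome leads Figure 2B, and it held 3 genes of the unadjusted list of DESeq2 (adjusted p = 0.652), a list chosen after seeing the values.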

Other observations

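The tests of glial cells for GFAP, of magnum tissue, of thinned counts and of the choice of 3 hens per group were chosen only after the results they address were seen. Other splits of the 10 hens into 5 and 5 were compared with the real one, and 100 of the 126 splits were drawn, the real one included. At least as many genes as in the real split were called by edgeR in 100 of the 100, which a count of 0 fixes in advance (282 genes had an unadjusted p-value under 0.05), and 6 splits had any call. By the unadjusted criterion of p at most 0.05 and at least a 2-fold change, 82 of 100 splits gave at least the 55 genes of the real split with edgeR, with a median of 77. DESeq2 called at least 4 genes in 45 of 100 splits, with up to 130 genes, and placed at least 141 genes within the unadjusted criterion in 69 of 100. In the 16 splits that part all same-numbered hens, as the real split does, the numbers were 16 for edgeR's calls, 14 for edgeR's unadjusted criterion, 8 for DESeq2's calls and 14 for DESeq2's unadjusted criterion, and 16 splits are too few for a share under 0.05. The remaining splits keep at least 1 same-numbered pair together. The number of genes was therefore not unusual among regroupings of the same hens. The largest numbers, the 130 genes among them, came from splits that place the outlying hens Translucent-1 and Opaque-5 in the same group. The real split parts these hens, and splits that also part them were not counted separately. On simulated data with the same group size, edgeR found 186 of 200 genes changed by 2 on the log2 scale. Smaller changes and outlying hens were not simulated, so this does not show whether edgeR could find smaller changes here.

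Library size, the egg-laying interval and depth were weighed as sources of the differences between the groups. The totals overlapped by 1 opaque hen. With the interval as a covariate, 88 genes met the unadjusted criterion, against 55, so adjusting for it did not lower the number. After thinning to the smallest total, 51 did. For the lower number of calls than the paper states, the 100 choices of 3 translucent and 3 opaque hens were run with DESeq2. They called between 2 and 46 genes, with a median of 12, and 0 of the 100 choices reached the paper's number. By the unadjusted criterion they gave between 126 and 388 genes, with a median of 192.5.

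SLC4A1 is also a gene of red blood cells, and blood in the samples was tested as a source of its difference. Over 8 other red blood cell markers, the mean log2 CPM was 0.11 higher in the translucent group, opposite to SLC4A1 (exact permutation p = 0.56, n = 5 per group). The deviations of SLC4A1 from the group means had r = 0.19 and rho = 0.32 with that mean over 10 hens (exact permutation within the groups, p = 0.61 and 0.37, or 0.81 and 0.74 after Benjamini-Hochberg adjustment over 8 relations), and r was 0.26 without the 2 farthest hens. Blood therefore did not account for it. The log2 fold change of SLC4A1 was -1.62, and it was -1.63 with library size alone, -1.56 with thinned counts and -1.58 with the egg-laying interval as a covariate, so it did not depend on these choices.

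GFAP is a gene of glial cells. The mean log2 CPM of 5 other glial markers was 0.54 higher in the translucent group (exact permutation p = 0.04, n = 5 per group). Most of it came from MBP, which differed by 2.29 (exact permutation p = 0.071), and the mean of the other 4 markers was 0.11 higher (exact permutation p = 0.04), a test chosen after the markers were seen. Singly, ERBB3 differed by -0.16, NCMAP by 0.1, CNP by 0.12 and GPM6B by 0.36, with exact permutation p-values of 0.21, 0.62, 0.25 and 0.16. The relation of GFAP to the 5 markers was computed among the 8 relations and failed the correction (exact permutation within the groups, adjusted p = 0.22 for r and 0.74 for rho). It is not read as a relation across hens, because GFAP fell into hens with many reads and hens with almost none, and the difference cannot be told apart from a difference in nerve or glial tissue. MBP, which is among these markers, had 28, 104, 402, 666 and 680 reads in Translucent-1 to Translucent-5 and 80, 60, 47, 28 and 6 reads in Opaque-1 to Opaque-5.

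CALB1 and CACNA2D2 are expressed in the shell gland, which follows the isthmus in the oviduct. The mean log2 CPM of 9 other shell gland markers differed by -0.38 between the translucent and the opaque group (exact permutation p = 0.29, n = 5 per group). The deviations of CALB1 followed that mean with r = 0.86 and rho = 0.78 over 10 hens (exact permutation within the groups, p = 0.011 and 0.024, or 0.088 and 0.19 after Benjamini-Hochberg adjustment), and r was 0.58 without the 2 farthest hens, so the relation rests partly on those hens. Opaque-4 and Opaque-5, highest in CALB1, were also highest in BPIFB3 with 289 and 192 reads and in MEPE with 184 and 324 reads. Shell gland tissue in some samples is a candidate explanation for the difference in CALB1, although the relation fails the correction. CACNA2D2 was lower in Opaque-4 and Opaque-5 than in the other opaque hens, with 2.28 and 2.18 CPM against 2.66 to 6.4 CPM. Its relation to the markers was not tested.

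OVA and OVALY are genes of the magnum, which precedes the isthmus. Over 7 other magnum markers, the mean log2 CPM was 0.19 higher in the translucent group (exact permutation p = 0.43, n = 5 per group). The deviations of OVA had r = 0.43 and rho = 0.41 with that mean over 10 hens (exact permutation within the groups, p = 0.29 and 0.33, or 0.58 and 0.74 after Benjamini-Hochberg adjustment), and r was 0.31 without the 2 farthest hens. The difference in OVA cannot be told apart from magnum tissue in the samples by this test. OVALX, a further gene of this family, had 5 reads in Translucent-1, 20 in Translucent-5 and 0 elsewhere.

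Of the 1499 GO terms tested with fgsea, 29 passed an adjusted p-value of 0.05, 13 toward higher and 16 toward lower expression in the translucent group. At least as many passed in 47 of the 60 splits examined and in 13 of the 16 that part all same-numbered hens, with a median of 95.5 terms over the 60 splits. Structural constituent of ribosome, with 133 genes, had a normalized enrichment score of 2.20 (adjusted p = 4.36e-06 with fgsea and 0.0117 with camera). Immune response, with 78 genes, had a score of 2.03 (0.00182 and 0.0274), and cilium assembly, with 149 genes, a score of -2.04 (3.57e-05 and 0.101). These terms were chosen after their values were seen, and the splits show that as many terms are found when hens are regrouped, with the limit on the splits given above. Genes were permuted in fgsea, not hens.

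The transcripts of further proteins among those the paper names were examined over the 10 hens, and each had an adjusted p-value of 1 by edgeR. IGLL1 had a log2 fold change of 0.86 (standard error 0.43) and was higher than every opaque hen in 4 of 5 translucent hens. For the IGLL1 protein the paper reports the opposite, a higher abundance in the opaque group. ALB was at -1.05 (standard error 0.80), with at most 10 reads in any hen, and APOA4 had reads below the floor in all hens. The log2 fold changes of RBM3, COL1A2, QSOX1, TXN, PPIC, P4HA2, ACAD8, APOA1, KRT7, KRT18, SPINK7, HSPA5 and AvBD12 lay between -0.35 for KRT7 and 0.30 for SPINK7. In the 6 hens of Table 4, KRT18 was at 1.90 with edgeR (adjusted p = 0.619) and, chosen after seeing the values, 1.91 with DESeq2 (adjusted p = 0.0751), against 0.26 over the 10 hens, and without Translucent-1 it was at -0.51.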
